# 5-azacytidine induces transcriptome changes in *Escherichia coli* via DNA methylation-dependent and DNA methylation-independent mechanisms

**DOI:** 10.1186/s12866-016-0741-4

**Published:** 2016-06-27

**Authors:** Kevin T. Militello, Robert D. Simon, Alexandra H. Mandarano, Anthony DiNatale, Stacy M. Hennick, Justine C. Lazatin, Sarah Cantatore

**Keywords:** Stationary phase, 5-azacytidine, DNA methylation inhibitor, DNA methylation, 5-methylcytosine, Dcm, RpoS, *Escherichia coli*, Sodium bisulfite sequencing, DNA microarray

## Abstract

**Background:**

*Escherichia coli* K-12 strains contain DNA cytosine methyltransferase (Dcm), which generates 5-methylcytosine at 5′CCWGG3′ sites. Although the role of 5-methylcytosine in eukaryotic gene expression is relatively well described, the role of 5-methylcytosine in bacterial gene expression is largely unknown.

**Results:**

To identify genes that are controlled by 5-methylcytosine in *E. coli*, we compared the transcriptomes of cells grown in the absence and presence of the DNA methylation inhibitor 5-azacytidine. We observed expression changes for 63 genes. The majority of the gene expression changes occurred at early stationary phase and were up-regulations. To identify gene expression changes due to a loss of DNA methylation, we compared the expression of selected genes in a wild-type and *dcm* knockout strain via reverse transcription quantitative PCR.

**Conclusions:**

Our data indicate that 5-azacytidine can influence gene expression by at least two distinct mechanisms: DNA methylation loss and a mechanism that is independent of DNA methylation loss. In addition, we have identified new targets of 5-methylcytosine-mediated regulation of gene expression. In summary, our data indicate that 5-azacytidine impacts the composition of the bacterial transcriptome, and the primary effect is increased gene expression at early stationary phase.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-016-0741-4) contains supplementary material, which is available to authorized users.

## Background

The modified DNA base 5-methylcytosine (5-MeC) plays an important role in transcriptional regulation in higher eukaryotes. The presence of 5-MeC in eukaryotic promoters and CpG islands is generally repressive for transcription, whereas 5-MeC in gene bodies is positively correlated with transcription [1]. Bacteria, such as *E. coli*, contain 5-MeC [2]. In *E. coli* K-12 strains, the only known cytosine-5 DNA methyltransferase is DNA cytosine methyltransferase (Dcm) [3, 4]. Dcm methylates the second cytosine in 5′CCWGG3′ sequences [3]. The *dcm* gene is in an operon with the *vsr* gene which codes for a protein that repairs T:G mismatches caused by deamination of 5-MeC [5–7]. The original function elucidated for Dcm was in restriction enzyme biology where Dcm promotes the loss of plasmids containing the EcoRII restriction enzyme gene (which cleaves 5′CCWGG3′ sites) and protects cells from post-segregational killing by the EcoRII restriction enzyme [8, 9]. In addition, Dcm protects phage lambda against DNA cleavage when EcoRII is introduced into the cell [10]. However, Dcm is a solitary methyltransferase without a cognate restriction enzyme in K-12 cells. Other roles for Dcm are certainly possible.

Based on the important role of 5-MeC in eukaryotic transcription and the fact that there is little known about the relationship between 5-MeC and gene expression in bacteria, Dcm has been recently evaluated for an impact on the composition of the *E. coli* transcriptome. Our group has demonstrated that two ribosomal protein genes and the drug resistance transporter gene *sugE* are upregulated in the absence of the *dcm* gene at early stationary phase via reverse-transcription quantitative PCR (RT-qPCR) [11, 12]. Kahramanoglou *et al*. demonstrated that there are gene expression changes in *dcm* knockout cells using DNA microarrays, and most changes are at stationary phase [13]. Taken together, these data suggest that Dcm influences the transcriptome. As the only known function of Dcm is cytosine DNA methylation, the simplest model is that Dcm mediates gene expression changes via the generation of 5-MeC. It is noteworthy that some DNA methyltransferases can methylate tRNA and influence gene expression via a DNA-methylation independent mechanism [14–16].

In order to test the model that Dcm-mediated cytosine DNA methylation directly influences gene expression in *E. coli* and identify new genes impacted by DNA methylation, we analyzed the *E. coli* transcriptome in the absence and presence of 5-azacytidine (5-azaC) treatment. 5-azaC is a nucleoside analog that is used clinically to treat myelodysplastic syndromes [17]. 5-azaC is phosphorylated upon cell entry and incorporated into both RNA and DNA [18, 19]. When 5-azaC is incorporated into DNA, cytosine-5 DNA methyltransferases become covalently trapped on the DNA and are degraded, and this limits the amount of enzyme available for the generation of 5-MeC [18, 19]. Thus, 5-azaC is a cytosine DNA methylation inhibitor. It is important to note that 5-azaC has effects on the cell beyond blocking DNA methylation. For example, 5-azaC can induce the SOS response [20, 21], induce DNA mutations [22], block translation [23], and block RNA methylation [24]. Thus, the physiology of 5-azaC treated cells is not identical to cells lacking cytosine DNA methyltransferases. Although 5-azaC has been routinely used to demethylate DNA in a variety of eukaryotes to assess the consequences of cytosine DNA methylation loss [25, 26], this is the first report of the response of the entire transcriptome to 5-azaC in a bacterial organism.

## Results

### Effects of 5-azaC on global DNA methylation levels

First, we determined the concentration dependence of DNA methylation inhibition by 5-azaC using digestion of DNA with the restriction enzyme isoschizomers BstNI and PspGI (Fig. 1). Both enzymes cut DNA at Dcm recognition sites (5′CCWGG3′), but PspGI is blocked by Dcm-mediated methylation of the second cytosine. In the absence of 5-azaC, DNA from early stationary phase cells was largely resistant to PspGI indicating that the DNA is heavily methylated at this stage. At early logarithmic stage, DNA was slightly sensitive to PspGI, indicating that most but not all 5′CCWGG3′ sites are methylated. These data are consistent with our current results (Fig. 3) indicating that there is 100 % methylation of a single *osmE* 5′CCWGG3′ site analyzed by sodium bisulfite sequencing from early stationary phase DNA and 93.3 % methylation of a single *osmE* 5′CCWGG3′ site analyzed by sodium bisulfite sequencing from logarithmic phase DNA. The data are also consistent with previously published results indicating stationary phase DNA is heavily methylated, whereas logarithmic phase DNA is methylated but has some unmethylated sites [13, 27]. It is currently unclear if the lack of 100 % methylation at logarithmic phase is due to active DNA replication where newly synthesized DNA is unmethylated or regulation of DNA methylation. When DNA was isolated from cells incubated in the presence of 5-azaC, the DNA was more sensitive to digestion with PspGI, indicating 5-azaC inhibits DNA methylation at all concentrations used at both phases. There was an increase in PspGI sensitivity as the concentration moved from 0.5 μg/mL 5-azaC to 5 μg/mL 5-azaC, especially in early stationary phase DNA.

**Fig. 1:**
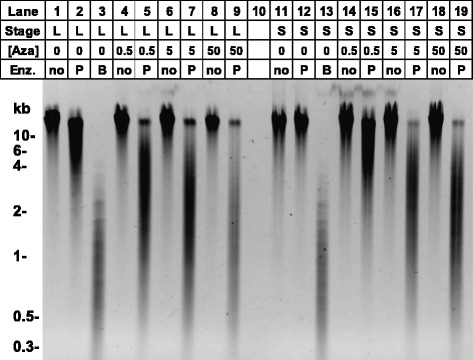
The effect of 5-azaC on global DNA methylation levels in *Escherichia coli*. *E. coli* wild-type strain BW25113 was grown in LB at 37 °C in the absence of 5-azaC, the presence of 0.5 μg/mL 5-azaC, 5 μg/mL 5-azaC, and 50 μg/mL 5-azaC. At two hours (logarithmic phase, L) and eight hours (early stationary phase, S), genomic DNA was isolated. DNA was incubated in the absence of restriction enzyme, presence of BstNI (B) (not blocked by Dcm methylation), or presence of PspGI (P) (blocked by Dcm methylation). DNA samples were analyzed by agarose gel electrophoresis and ethidium bromide staining

### Effects of 5-azaC on bacterial growth

We conducted experiments to determine the effects of 5-azaC on the kinetics of *E. coli* growth (Fig. 2). Bacterial cells were grown in the absence of 5-azaC and three concentrations of the drug as described previously. There was little effect of 5-azaC on bacterial growth for the first few hours. At two hours, which represents logarithmic phase and one time point for the DNA microarray analysis, ANOVA indicated that there is not a statistically significant difference in A_600_ readings between the four cultures (*p* = 8.3E-2). This is likely due to the fact that 5-azaC has to be transported into the cells, phosphorylated, and incorporated into nucleic acids before it is active. After 8 h of growth in 5-azaC (early stationary phase), ANOVA indicated there was a statistically significant difference in A_600_ readings (*p* = 9.9E-5). Post hoc analysis indicated that there was no difference in A_600_ readings between untreated cultures and cultures grown in 0.5 μg/mL 5-azaC (*p* = 1.4E-1). However, there was a statistically significant difference between untreated cultures and cultures grown in 5 μg/mL 5-azaC (*p* = 4.7E-3) and 50 μg/mL 5-azaC (*p* = 7.6E-5). In summary, the data are consistent with previous experiments indicating that high concentrations of 5-azaC can inhibit bacterial growth [28–30]. Based on the PspGI digestion data and the growth curve data above, we chose 5 μg/mL as our working concentration of 5-azaC. At 5 μg/mL, there is an obvious reduction of DNA methylation, and the reduction is greater than that observed using 0.5 μg/mL 5-azaC. With respect to growth defects, the growth defect with 5 μg/mL 5-azaC is less than that observed using 50 μg/mL 5-azaC. A severe growth defect could compromise the interpretation of downstream DNA microarray experiments.

**Fig. 2:**
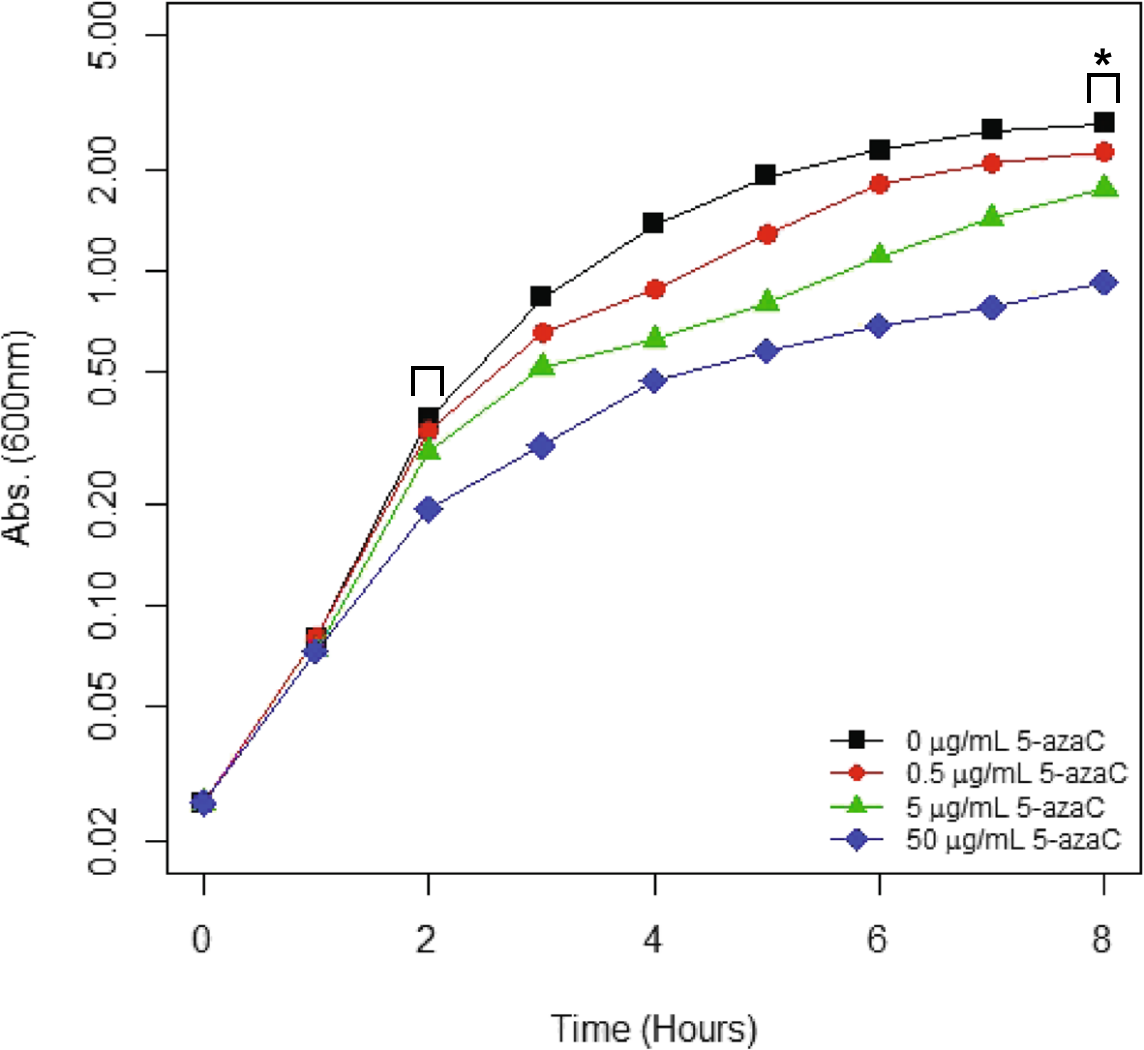
The effect of 5-azaC on *Escherichia coli* growth in liquid media. *E. coli* wild-type strain BW25113 was grown in LB at 37 °C in the absence of 5-azaC (black squares), the presence of 0.5 μg/mL 5-azaC (red circles), 5 μg/mL 5-azaC (green triangles) and 50 μg/mL 5-azaC (blue diamonds) for eight hours. At every hour, each culture was analyzed by spectrophotometry at 600 nm. The data are from three biological replicates (*n* = 3). Error bars representing standard deviation are not shown to maintain clarity of the four lines. Brackets indicate time points of RNA isolation for microarray analysis, and data analyzed by ANOVA. The asterisk indicates a p-value of <0.05

### Effects of 5-azaC on site specific methylation

The PspGI assay described above to monitor DNA methylation is primarily qualitative. To better quantify the ability of 5-azaC to block DNA methylation in *Escherichia coli*, we analyzed the *osmE* promoter region for 5-MeC from cells grown in the absence and presence of 5 μg/mL 5-azaC using sodium bisulfite sequencing. Treatment of DNA with sodium bisulfite causes the deamination of cytosines to uracils, but 5-MeCs are not deaminated and remain as cytosines in DNA sequencing reactions [31]. *OsmE* was chosen as it contains one 5′CCWGG3′ site in its promoter. The sodium bisulfite sequencing data are shown in Fig. 3. At the second cytosine in the single 5′CCWGG3′ site in the DNA analyzed, 93.3 % of the logarithmic phase cytosines and 100 % of the early stationary phase cytosines were resistant to bisulfite conversion. At the remaining 34 non-5′CCWGG3′ sites, only 3.3 % of the logarithmic phase cytosines and 2.6 % of the early stationary phase cytosines were resistant to bisulfite conversion. The data are consistent with the model that Dcm methylates 5′CCWGG3′ sites. Low levels of non-5′CCWGG3′ methylation are most easily explained by a very low level of non-conversion of cytosines to uracil, which is always observed in bisulfite sequencing reactions. However, it is not possible to rule out low levels of non-5′CCWGG3′ methylation. In the presence of 5-azaC, the level of methylation at the 5′CCWGG3′ site was reduced from 93.3 % to 28.6 % at logarithmic phase and from 100 % to 50 % at early stationary phase. The potency of 5-azaC at early logarithmic phase is likely due to better incorporation of the drug into DNA during DNA replication at this stage, yet there is inhibition at early stationary phase as well. In summary, the data demonstrate that 5 μg/mL 5-azaC blocks, but does not eliminate, DNA methylation at 5′CCWGG3′ sites in *E. coli*.

**Fig. 3:**
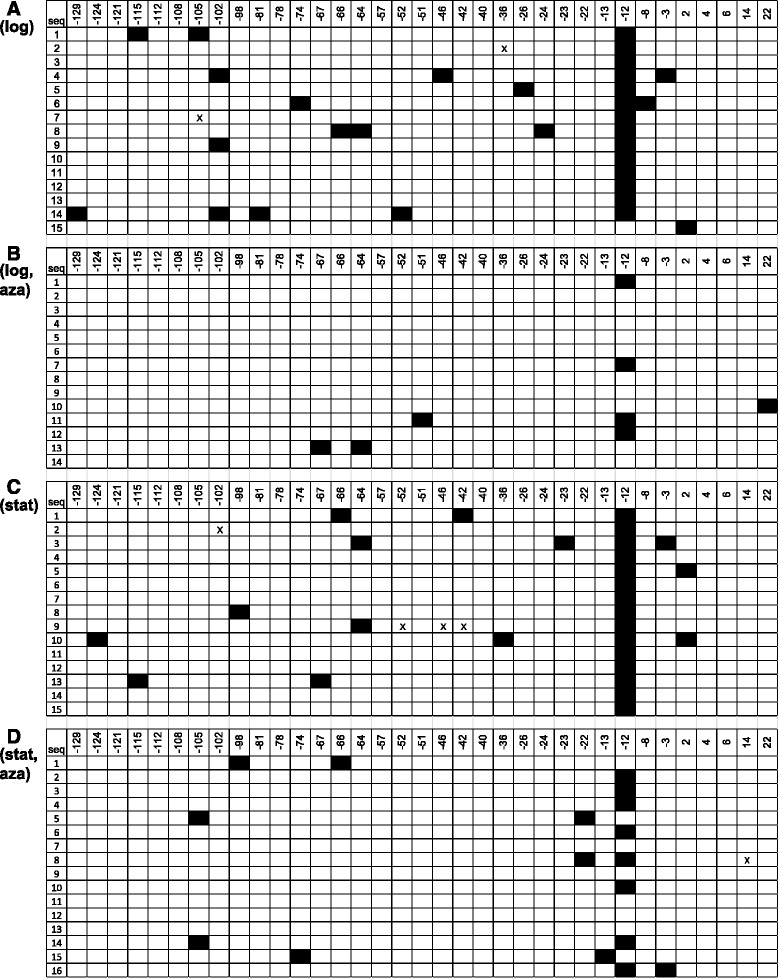
5-azaC reduces cytosine DNA methylation of the *osmE* promoter in *Escherichia coli. E. coli* wild-type strain BW25113 was grown in LB at 37 °C in the absence of 5-azaC and presence of 5 μg/mL 5-azaC. DNA was isolated after two hours (logarithmic phase) and eight hours (early stationary phase). DNA samples were treated with sodium bisulfite. The *osmE* locus was amplified by PCR using sodium bisulfite-treated DNA as a template. PCR products were inserted into the plasmid pGEM-T Easy, and analyzed by Sanger sequencing. **a**) logarithmic phase DNA in untreated cells, **b**) logarithmic phase DNA in 5-azaC treated cells, **c**) early stationary phase DNA in untreated cells, and **d**) early stationary phase DNA in 5-azaC treated cells. The numbers represent the position of the cytosines with respect to the transcription start site (+1). The cytosines in the 5′CCWGG3′ site are at positions −13 and −12. Open boxes represent Cs in the *osmE* sequence (Ts after bisulfite sequencing), and closed boxes represent 5-MeCs in the *osmE* sequence (Cs after bisulfite sequencing). Rows represent different clones. Xs represent ambiguous sequence information

### Transcriptome changes in 5-azaC treated cells

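RNA from the *E. coli* K-12 strain BW25113 was compared on 10 Agilent 2-color microarrays. There were 5 arrays from logarithmic phase, taken after about 2 h of growth at an A600 of about 0.45, and 5 from early stationary phase, taken after about 8 h at an A600 of about 2.7. Each array held the RNA of an untreated culture, labeled with Cy3, and the RNA of a culture grown in 5 μg/mL 5-azaC, labeled with Cy5. The dyes were not swapped on any array, so any dye bias of a gene adds to its ratio on all 5 arrays of a phase. The authors deposited the scanner output of each array, which holds the intensity of each spot in both channels, and a table of normalized log2 ratios. All 44350 of the 44350 ratios in that table equal the ratio computed by Agilent's Feature Extraction software, turned from log10 to log2, within 1e-06.

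The scanned intensities were the starting point for the values given beside the following sentences. The median intensity of each spot was corrected for its local background by normexp with an offset of 50, and the ratios were normalized within each array by loess. Spots that the software marked as outliers were left out, and the spots of a probe were averaged. The log2 fold-change of 5-azaC treated over untreated cells was tested against 0 in each phase with limma 3.58.1, with Benjamini-Hochberg adjusted p values. A gene was called up-regulated or down-regulated at a log2 fold-change above 1 or below −1 and an adjusted p under 0.1, as in the paper's methods. The test covered 4234 probes for 4209 K-12 genes. A gene with several probes was counted once, if any of its probes passed.

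The median spot signal was 1.28 to 12.4 times the local background in Cy3 and 1.19 to 61.6 times in Cy5. The arrays came from 3 slides, and signals differed between slides more than within them in Cy5, with 24.6 to 61.6 times background on slide 1, 2.31 to 3.04 on slide 2 and 1.19 to 1.42 on slide 3. Slide 1 held replicates 1 and 2 of both phases, slide 2 held logarithmic phase replicates 3 and 4, and slide 3 held the remaining 4 arrays. The SD of the log2 ratios on an array was 0.51 to 0.76 on slide 1, 0.26 to 0.29 on slide 2 and 0.19 to 0.32 on slide 3. Across probes, which are not independent replicates, the log2 ratios of array pairs had correlations of 0.0368 to 0.549 at logarithmic phase and 0.476 to 0.718 at early stationary phase. The number of arrays, 5 per phase, limits the precision of every value.

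**Figure D1:**
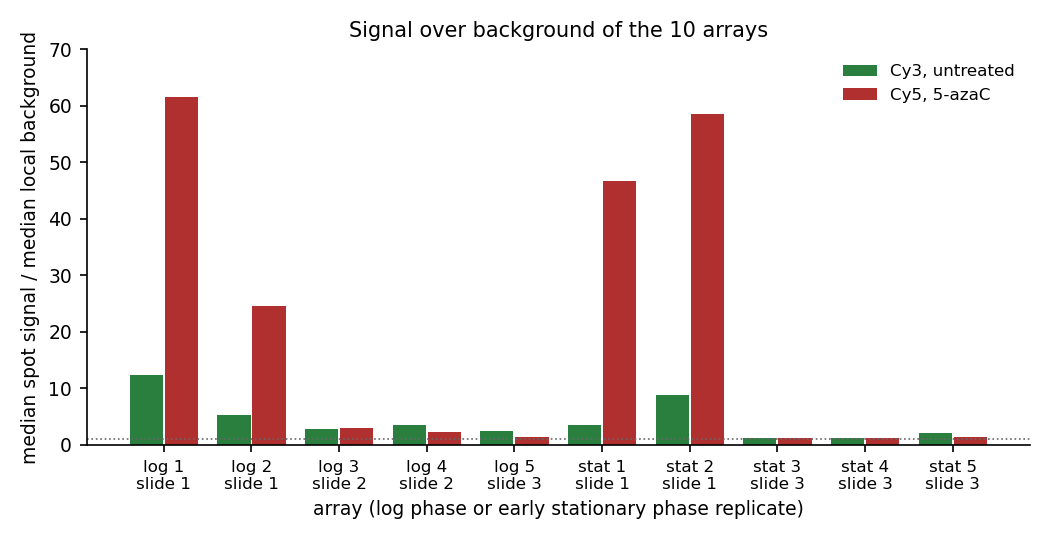
Median spot signal divided by median local background on each of the 10 arrays, as bars for Cy3 (untreated) and Cy5 (5-azaC), with a dotted line at 1 where the signal equals the background. Early stationary phase replicates 3 and 4, both on slide 3, have the lowest values, from 1.19 to 1.31.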

We compared *E. coli* transcriptomes in the absence and presence of 5-azaC using DNA microarray analysis of logarithmic phase and early stationary phase RNAs (Additional files 1 and 2). 

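At logarithmic phase, 12 genes were up-regulated and 8 were down-regulated in 5-azaC treated cells. For early stationary phase the counts were 14 and 12. Of the called genes, 18 of 20 at logarithmic phase and 19 of 26 at early stationary phase changed in the same direction on all 5 arrays. The other 2 and 7 genes were measured on 4 arrays, the fifth spot being left out as an outlier, and changed in the same direction on those 4. The total at early stationary phase rose most with the deposited ratios tested with limma, to 254 genes, 180 of them up-regulated and 74 down-regulated. At logarithmic phase the total rose most without a threshold on the fold-change, to 41 and 53. With each array centered on its median in place of loess, limma called 0 genes in both phases, with 67 and 612 genes at an unadjusted p under 0.05. By chance alone about 1 in 20 of the 4234 probes tested would pass that threshold, which is more than the 67 at logarithmic phase. The methods' t-test on the loess-normalized values also called 0 genes in both phases, with 478 and 413 genes at an unadjusted p under 0.05. On the deposited ratios, the same test called 6 up-regulated genes and 1 down-regulated gene at logarithmic phase, and 44 and 13 at early stationary phase. Part of the calls were lost when an array was left out, which also leaves fewer arrays for the test. Without logarithmic phase replicate 3, 4 genes were up-regulated and 0 down-regulated, with 443 genes at an unadjusted p under 0.05. Without early stationary phase replicate 4, the counts there were 1 and 0, with 548 genes at an unadjusted p under 0.05.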

Overall, we detected six up-regulated genes and one down-regulated gene at logarithmic phase (Table 1), and 44 up-regulated genes and 12 down-regulated genes at early stationary phase (Table 2). To confirm the validity of the microarray experiments, we analyzed expression of the *recA* and *rsmI* genes in 5-azaC treated cells via RT-qPCR (Table 3). The RT-qPCR experiments confirmed the direction of the changes observed in the microarray experiments; the RT-qPCR fold-changes were slightly higher.

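On the arrays, *recA* (b2699) had a log2 fold-change of 2.91 ± 0.89 (SD, n = 5) at logarithmic phase and 1.86 ± 0.78 (SD, n = 5) at early stationary phase. *rsmI* (b3146) had a log2 fold-change of 1.52 ± 0.23 (SD, n = 5) at logarithmic phase, with an adjusted p of 0.00253 from limma. It was 0.25 ± 0.44 (SD, n = 5) at early stationary phase, where its adjusted p was 0.414. The early stationary value of *recA* had an adjusted p of 0.0766, which passed 0.1 only narrowly. Without early stationary phase replicate 2, 3, 4 or 5 it was 0.357, 0.125, 0.234 and 0.230. With the slide as a random block it was 0.237, and with the slide as a block 0.00445.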

**Table 1:** Gene expression changes in logarithmic phase, 5-azacytidine-treated *Escherichia coli* cells

Gene ID	Name	Description	fold change (log2)	p
b2616	*recN*	Recombination and repair	2.76	2.52E-04
b3645	*dinD*	DNA-damage-inducible protein, function unknown	2.24	2.20E-05
b3146	*rsmI*	16S rRNA C1402 2′-O-ribose methyltransferase, SAM-dependent	1.82	5.84E-05
b0231	*dinB*	DNA polymerase IV, capable of translesion synthesis; overexpression enhances mutagenesis; mediates targeted mutagenesis by 4-NQO; intrinsic AP lyase activity	1.52	2.28E-04
b3832	*rmuC*	DNA recombination protein; mutants have elevated recombination at microhomologies	1.30	3.36E-05
b0799	*dinG*	ATP-dependent DNA helicase; putative repair and recombination enzyme, monomeric	1.05	1.74E-04
b2876	*yqeC*	Putative selenium-dependent hydroxylase accessory protein	−1.13	7.92E-05

**Table 2:** Gene expression changes in early stationary phase, 5-azacytidine-treated *Escherichia coli* cells

Gene ID	Name	Description	fold-change (log2)	p
b1557	*cspB*	Cold shock protein, Qin prophage; cold shock inducible	3.40	7.28E-04
b2699	*recA*	Multifunctional DNA recombination and repair protein; ssDNA-dependent ATPase; synaptase; ssDNA and dsDNA binding protein forming filaments; ATP-dependent homologous DNA strand exchanger; recombinase A; LexA autocleavage cofactor	2.53	4.87E-05
b3175	*secG*	SecYEG inner membrane translocon secA-interacting subunit; preprotein translocase secAYEG subunit	2.43	3.43E-04
b4177	*purA*	Adenylosuccinate synthase, purine synthesis	2.37	6.70E-04
b4314	*fimA*	Fimbrin type 1, major structural subunit; phase variation	2.11	1.33E-03
b3231	*rplM*	50S ribosomal subunit protein L13; binds Zn(II)	2.00	1.12E-03
b3186	*rplU*	50S ribosomal subunit protein L21	1.92	5.10E-04
b3230	*rpsI*	30S ribosomal subunit protein S9	1.77	3.95E-04
b3739	*atpI*	ATP synthase, membrane-bound accessory factor	1.68	7.67E-04
b0406	*tgt*	tRNA-guanine transglycosylase; queuosine biosynthesis; zinc metalloprotein	1.66	1.97E-03
b3735	*atpH*	ATP synthase subunit delta, membrane-bound, F1 sector	1.66	1.70E-03
b4200	*rpsF*	30S ribosomal subunit protein S6; suppressor of dnaG-Ts	1.64	2.18E-03
b3409	*feoB*	Putative ferrous iron permease with GTP-binding domain	1.62	3.37E-03
b3810	*yigA*	DUF484 family protein, function unknown	1.57	2.66E-03
b0926	*ycbK*	Periplasmic M15A family non-protease, function unknown	1.56	8.53E-04
b0927	*ycbL*	Glyoxalase II homolog, function unknown	1.56	3.57E-03
b3704	*rnpA*	RNase P, C5 protein component; involved in tRNA and 4.5S RNA-processing	1.56	2.51E-03
b3342	*rpsL*	30S ribosomal subunit protein S12; RNA chaperone	1.54	2.60E-05
b4238	*nrdD*	Ribonucleoside-triphosphate reductase; class III anaerobic ribonucleotide reductase	1.54	1.83E-03
b1147	*ymfL*	Function unknown, e14 prophage	1.53	1.66E-03
b2150	*mglB*	D-galactose-, D-glucose-binding protein, periplasmic; substrate recognition for transport and chemotaxis; binds calcium	1.45	2.24E-03
b4148	*sugE*	Multidrug efflux pump; overexpression resistance to cetylpyridinium	1.44	1.22E-03
b3983	*rplK*	50S ribosomal subunit protein L11; kasugamycin sensitivity	1.44	2.33E-03
b0118	*acnB*	Aconitate hydratase 2; aconitase B; 2-methyl-cis-aconitate hydratase; iron-sulfur cluster; monomeric	1.42	1.80E-03
b0407	*yajC*	SecDFyajC membrane secretion complex subunit; assists the SecYE translocon to interact with SecA and export proteins	1.41	2.23E-03
b3357	*crp*	cAMP-activated global transcription factor; mediator of catabolite repression; CRP; CAP	1.40	1.49E-04
b2796	*sdaC*	L-serine:H+ symport permease, threonine-insensitive	1.40	1.84E-03
b3637	*rpmB*	50S ribosomal subunit protein L28	1.38	9.87E-05
b3508	*yhiD*	Predicted Mg(2+) transport ATPase, MgtC family, function unknown; inner membrane protein	1.35	2.62E-03
b3339	*tufA*	Translation elongation factor EF-Tu 1; GTP-dependent binding of aa-tRNA to the A-site of ribosomes; has intrinsic GTPase activity when bound to kirromycin	1.33	3.21E-03
b3985	*rplJ*	50S ribosomal subunit protein L10; streptomycin resistance	1.30	3.36E-03
b0428	*cyoE*	Cytochrome o oxidase protoheme IX farnesyltransferase subunit	1.26	8.29E-04
b0174	*ispU*	Undecaprenyl pyrophosphate synthase; dimeric	1.22	1.14E-04
b0756	*galM*	Aldose 1-epimerase, type-1 mutarotase; galactose mutarotase; monomeric	1.21	1.92E-03
b0946	*zapC*	FtsZ stabilizer	1.19	1.47E-04
b2279	*nuoK*	NADH:ubiquinone oxidoreductase subunit K, complex I; NADH dehydrogenase I	1.15	2.64E-04
b0388	*aroL*	Shikimate kinase II	1.12	6.85E-04
b4237	*nrdG*	Ribonucleotide reductase activase, generating glycyl radical; contains iron; binds NrdD tightly	1.11	4.09E-04
b4016	*aceK*	Isocitrate dehydrogenase kinase/phosphatase	1.11	1.10E-03
b1847	*yebF*	Extracellular Colicin M immunity family protein; function unknown	1.08	5.59E-04
b3961	*oxyR*	Oxidative and nitrosative stress transcriptional regulator	1.08	2.03E-03
b0463	*acrA*	AcrAB-TolC multidrug efflux pump; additionally dye, detergent, solvent resistance; membrane-fusion lipoprotein	1.06	2.36E-04
b3255	*accB*	Acetyl-CoA carboxylase, biotin carboxyl carrier protein; BCCP; homodimeric	1.05	6.41E-04
b0083	*ftsL*	Cell division and growth, membrane protein	1.01	9.70E-04
b1195	*ymgE*	UPF0410 family predicted inner membrane protein; function unknown	−1.01	2.15E-03
b0255	*insN'*	Pseudogene reconstruction, fused IS911 transposase AB	−1.08	2.42E-04
b4107	*yjdN*	Metalloprotein superfamily protein, function unknown	−1.30	4.90E-04
b1223	*narK*	Nitrate/nitrite antiporter; promotes nitrite extrusion and uptake	−1.31	3.47E-03
b1739	*osmE*	Osmotically inducible lipoprotein, function unknown	−1.46	1.01E-03
b0836	*bssR*	Repressor of biofilm formation by indole transport regulation; global regulator. e.g. of AI-2 transport and motility genes	−1.52	5.23E-05
b1795	*yeaQ*	UPF0410 family protein, function unknown	−1.56	1.65E-03
b2414	*cysK*	Cysteine synthase A, O-acetylserine sulfhydrylase A; homodimeric; selenate, azaserine, chromate resistance; alkali-inducible, sulfate starvation-inducible protein SSI5; cysteine desulfhydrase	−1.58	2.86E-03
b0806	*mcbA*	Stimulates colanic acid mucoidy, YhcN family, periplasmic; suppresses biofilm formation; repressed by McbR	−1.71	5.11E-04
b2425	*cysP*	Thiosulfate-binding protein, periplasmic	−1.84	1.90E-04
b0506	*allR*	Repressor for all (allantoin) and gcl (glyoxylate) operons; glyoxylate-inducible	−1.93	1.10E-03
b0456	*ybaA*	DUF1428 family protein	−1.98	2.30E-03

**Table 3:** RT-qPCR analysis of gene expression changes in 5-azacytidine treated and *dcm* knockout *Escherichia coli*

Gene	Phase	fc (log_2_) + aza/-aza (array)	fc (log_2_) + aza/-aza (RT-qPCR)	fc (log_2_) Δ*dcm*/wild-type (RT-qPCR)
*recA*	log	2.96	3.65^a^	0.68
*rsmI*	log	1.82	3.54^b^	2.86^a^
*atpH*	early stationary	1.66		0.64
*cspB*	early stationary	3.40		1.46^a^
*fimA*	early stationary	2.11		1.46^a^
*osmE*	early stationary	−1.46		−1.79^a^
*recA*	early stationary	2.53	2.98^b^	0.98
*rpoS*	early stationary	0.69	0.035	0.17
*osmE*	stationary			−3.0^a^
*rpoS*	stationary			−0.15

^a^fc (log_2_) > or <1 and *p* < 0.05 in qPCR experiment

^b^fc (log_2_) > or <1 and *p* < 0.005 in qPCR experiment

At logarithmic phase, the most obvious changes are genes that respond to DNA damage such as *recN*, *dinD*, *dinB*, and *dinG*. 

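*dinD* (b3645) had a log2 fold-change of 1.99 ± 0.27 (SD, n = 5) and the lowest adjusted p of the phase, 0.00142. *recN* (b2616) had 1.69 ± 0.77 (SD, n = 4), as its spot on replicate 2 was marked as an outlier, and an adjusted p of 0.0679. Without replicates 3, 4 and 5 the adjusted p of *recN* was 0.257, 0.164 and 0.102, so it was not called. Its log2 fold-change did not shrink there, at 1.70, 1.81 and 1.93. With fewer arrays left, these fits do not show that the call depended on a single array. Without replicate 1 *recN* had 1.33 and was called, at 0.0855. *dinB* (b0231) had 1.22 ± 0.31 (SD, n = 5), with an adjusted p of 0.0168, or 0.114 without replicate 3. *dinG* (b0799) had 0.85 ± 0.21 (SD, n = 5) and an adjusted p of 0.0194, so it stayed under a log2 fold-change of 1 and was not called. With the ratios of Feature Extraction it had 1.05 and was called. Of the called genes that changed in the same direction on all 5 arrays, the 5 with the largest changes were *recA*, *gudX*, *dinD*, *gudD* and *yebF*. *yebF* (b1847) had 1.79 ± 0.42 (SD, n = 5) and an adjusted p of 0.00693. *gudX* (b2788) had −2.01 ± 1.24 (SD, n = 5) with an adjusted p of 0.0933, and *gudD* (b2787) had −1.89 ± 1.00 (SD, n = 5) with an adjusted p of 0.0655. Both *gud* genes were close to 0 on replicate 5, at −0.042 and −0.12, where their Cy5 signal was not well above background. Neither was called without replicate 1, with adjusted p values of 0.245 and 0.219, or without replicate 3 or 4, and *gudX* was also not called without replicate 2 (0.127).

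**Figure D2:**
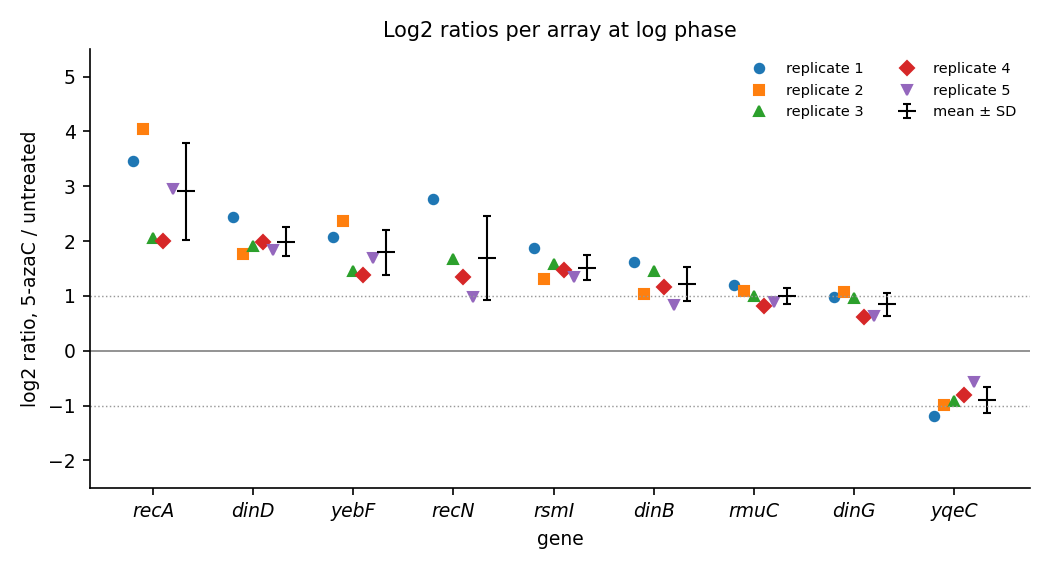
Log2 fold-change of 5-azaC treated over untreated cells at logarithmic phase for *recA*, *dinD*, *yebF*, *recN*, *rsmI*, *dinB*, *rmuC*, *dinG* and *yqeC*. Points are single arrays (5 per gene, 4 for *recN*), bars are the mean ± SD, and dotted lines mark 1 and −1, beyond which a gene could be called; *rmuC*, *dinG* and *yqeC* have means inside the lines.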

DAVID analysis indicates that the DNA repair and SOS response functional categories are overrepresented in this list (Table 4). 

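The SOS response was represented by a list of 31 genes repressed by LexA, of which 28 have a probe on the array. All 28 had a log2 fold-change above 0 at logarithmic phase, with a median of 0.75, quartiles of 0.58 and 1.02, and a range from 0.16 to 2.91. Camera, run on the moderated statistics with a preset correlation of 0.01 between genes, gave the list a p value of 3.21e-26 against all other K-12 probes. With an estimated correlation the camera p value was 0.0215, and fry gave 0.000961. The number of called genes in the list was 7 (*recA*, *dinD*, *recN*, *lexA*, *sulA*, *dinB* and *yafN*), and it was also 7 with p values adjusted over the list alone. It fell to 2 without replicate 3 and to 4 without replicate 1, and rose to 15 with the ratios of Feature Extraction. Among the 4181 other genes on the array, 5 were up-regulated (Fisher's exact test, one-sided, p = 1.99e-13). That test takes genes as independent, while the estimated correlation between the genes of the list was 0.38, so its p value is too small. *lexA* had 1.58 ± 0.79 (SD, n = 5), *sulA* had 1.498 ± 0.56 (SD, n = 5) and *yafN* had 1.09 ± 0.44 (SD, n = 5), with adjusted p values of 0.0587, 0.0333 and 0.0371. The median of the list was above 0 on each of the 5 arrays, from 0.39 to 1.02. The DAVID analysis itself was not repeated here.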

We used a moderately stringent cut off for gene expression changes and there are other up-regulated SOS genes that have a p value <0.05, but did not make the FDR cutoff. 

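Of the LexA-repressed genes with a probe, 23 are not in Table 1. Their median log2 fold-change at logarithmic phase was 0.69, and camera gave them a p value of 3.62e-19. Of these 23 genes, 19 were higher in 5-azaC at an unadjusted p under 0.05 from limma, and 4 of them, *recA*, *lexA*, *sulA* and *yafN*, were called. On the deposited ratios, the methods' t-test gave 19 genes that were higher at an unadjusted p under 0.05 and 0 that were called.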

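On the single arrays of logarithmic phase, the log2 fold-change of *recA* lay between 2.01 and 4.05. Its standard error was 0.30 and its adjusted p from limma was 0.0168, so *recA* was called. On the deposited ratios *recA* had a mean log2 fold-change of 2.96. The methods' t-test on these ratios gave *recA* an unadjusted p of 0.00170 and an adjusted p of 0.179, which did not pass 0.1.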

One example is *recA*, which was shown to be up-regulated by RT-qPCR (Table 3). To determine if the gene expression changes are due to a direct effect of 5-azaC or loss of DNA methylation, we analyzed expression of *recA* and *rsmI* in a *dcm* knockout strain. *RecA* expression did not change in the *dcm* knockout strain indicating 5-azaC-dependent *recA* gene expression changes are not due to a loss of DNA methylation. However, expression of *rsmI*, a 16S rRNA methyltransferase, was increased in the *dcm* knockout strain, indicating *rsmI* expression is influenced by Dcm.

**Table 4:** Overrepresented functional categories in 5-azacytidine-treated *E. coli*

Stage	System	Name	p
logarithmic	GOTERM_BP_FAT	DNA repair	7.85E-05
logarithmic	GOTERM_BP_FAT	SOS response	8.10E-05
early stationary	KEGG Pathway	Ribosome	2.20E-10
early stationary	GOTERM_CC_FAT	Organelle inner membrane	7.40E-05

We further inspected the data for expression of DNA repair pathway genes in the presence of 5-azaC. The need for DNA repair after 5-azaC treatment is predicted to be due to the formation of DNA-Dcm crosslinks, as Dcm overexpression strains display increased sensitivity to 5-azaC induced killing [21, 28, 29, 32]. In addition, DNA repair may result in synthesis of new unmethylated DNA and explain methylation-dependent gene expression changes. At logarithmic phase, there is little evidence for 5-azaC induced expression of the mismatch repair genes *mutS*, *mutH*, and *mutL*, nucleotide excision repair pathway genes *uvrA*, *uvrB*, and *uvrC*, and pyrimidine base excision repair genes *ung, nth, mug,* and *mutM* (Table 1). 

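None of the 10 genes was called at logarithmic phase (0 by limma), and 2 of them had an unadjusted p under 0.05. The same 2 had an adjusted p under 0.1 when adjusted over the list alone. These were *uvrA* (b4058), with a log2 fold-change of 0.85 ± 0.32 (SD, n = 5) and an adjusted p of 0.0371 over all probes, and *uvrB* (b0779), with 0.65 ± 0.32 (SD, n = 5) and 0.0800. Both were above 0 on 5 of 5 arrays, and both belong to the LexA-repressed genes. With the ratios of Feature Extraction, 1 of the 10 genes was called, *uvrA*. The means of *mutS* (0.16), *mutM* (0.13), *mutL* (0.014), *nth* (−0.016), *mutH* (−0.028), *uvrC* (−0.12), *ung* (−0.12) and *mug* (−0.18) had adjusted p values from 0.633 to 0.965. The median of the 10 genes was −0.000658 and their mean 0.13, which differ in sign. Camera gave the list a p value of 0.291, or 0.520 with an estimated correlation, and fry gave 0.193.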

We cannot rule out induction under conditions that were not evaluated. We did observe up-regulation of one gene that functions in translesion synthesis (*dinB*). 

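On the single arrays of logarithmic phase, *dinB* had log2 fold-changes between 0.84 and 1.61. The other translesion polymerase genes among the LexA-repressed genes are *umuD*, *umuC* and *polB*, singled out here after their values were seen. *umuD* (b1183) had 0.73 ± 0.70 (SD, n = 5) with an adjusted p of 0.247, *umuC* (b1184) had 0.46 ± 0.22 (SD, n = 5) with 0.0970, and *polB* (b0060) had 0.41 ± 0.25 (SD, n = 5) with 0.165. All were above 0 on 5 of 5 arrays, and none passed a log2 fold-change of 1.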

The significance of increased *dinB* expression is unclear. Translesion synthesis is not thought to be required for 5-azaC induced DNA-protein crosslink repair as translesion mutants do not display increased sensitivity to the drug [21, 30, 32, 33]. 

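*rmuC* (b3832) had a log2 fold-change of 0.997 ± 0.15 (SD, n = 5) at logarithmic phase and an adjusted p of 0.00693, so that it missed the threshold of 1 by less than its standard error of 0.085. It was called with the ratios of Feature Extraction (1.30) and without background correction (1.02). The standard errors of *recN* and *dinG* were 0.28 and 0.10. *recN* lay between 0.99 and 2.77 on the arrays on which it was measured, and *dinG* between 0.62 and 1.07. *yqeC* (b2876), the down-regulated gene of Table 1, had −0.90 ± 0.23 (SD, n = 5) and an adjusted p of 0.0194, and was not called. With the ratios of Feature Extraction *yqeC* had −1.13 and was called. All 7 genes of Table 1 changed in the direction the paper gives and had an adjusted p under 0.1, and 4 of them were called.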

Interestingly, three of the seven genes in Table 1 have a defined or predicted role in homologous recombination (*recN*, *rmuC*, *dinG*). Homologous recombination is thought to be the main pathway required for repair of 5-azaC induced damage as homologous recombination mutants are more sensitive to 5-azaC than wild-type strains [21, 28, 30, 32–34]. Thus, our data are consistent with a model where 5-azaC induced damage is repaired by homologous recombination, and components of this pathway are upregulated in 5-azaC treated cells.

At early stationary phase, there are 56 differentially expressed genes. 

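There were 26 called genes at early stationary phase, and 13 of them are in Table 2. Of the 56 genes in Table 2, all 56 changed in the direction the paper gives by at least 1 probe, and 53 had an unadjusted p under 0.05, while 25 passed a log2 fold-change of 1 or −1 and 17 passed an adjusted p under 0.1. The median log2 fold-change was 0.89 over its up-regulated genes and −1.08 over its down-regulated genes. With the ratios of Feature Extraction, all 56 were called. An offset of 10 or 0 in place of 50, chosen after seeing the data, called 38 and 49 of them. At early stationary phase the SD of the log2 ratios on the dim slide 3 was 0.345 of that on slide 1 with an offset of 50. It was 0.931 with an offset of 0, so the offset is a candidate explanation for many of the lost calls.

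The largest changes among the called genes with the same direction on all 5 arrays were those of *cspB*, b1005, *yodC*, *recA* and *secG*. *cspB* (b1557) had 2.86 ± 0.75 (SD, n = 5) and an adjusted p of 0.0223, which was 0.184, 0.118 and 0.176 without replicates 2, 4 and 5. The adjusted p of *cspB* was 0.144 with the slide as a random block and 0.00445 with the slide as a block. b1005 had −2.26 ± 0.47 (SD, n = 5) with 0.0113, or 0.118 without replicate 4. *yodC* (b1957) had −2.07 ± 0.97 (SD, n = 5) with 0.0908, and *secG* (b3175) had 1.81 ± 0.82 (SD, n = 5) with 0.0849. Neither was called without replicate 3, 4 or 5, where the adjusted p of *yodC* was 0.189, 0.234 and 0.230, and that of *secG* was 0.121, 0.234 and 0.235. *secG* was also not called without replicate 2, at 0.385. With the slide as a random block, 3 of the 26 genes called in this phase were kept.

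*fimA* (b4314) had 1.66 ± 0.84 (SD, n = 5) and an adjusted p of 0.107, *osmE* (b1739) had −1.17 ± 0.75 (SD, n = 5) and 0.193, and *atpH* (b3735) had 0.99 ± 0.74 (SD, n = 5) and 0.237. Each changed in 1 direction on 5 of 5 arrays, and none was called. All 3 were called with the ratios of Feature Extraction, at 2.11, −1.46 and 1.66, and with the slide as a block, at 1.80, −1.28 and 1.12 and adjusted p values of 0.00455, 0.0112 and 0.00391. With the slide as a random block none was called, at adjusted p values of 0.244, 0.390 and 0.361. With both phases in 1 fit *fimA* and *osmE* were called, at adjusted p values of 0.0814 and 0.0237. *fimA* was also called without background correction (0.0551), with array weights (0.000858) and without replicate 1 (0.0451).

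**Figure D3:**
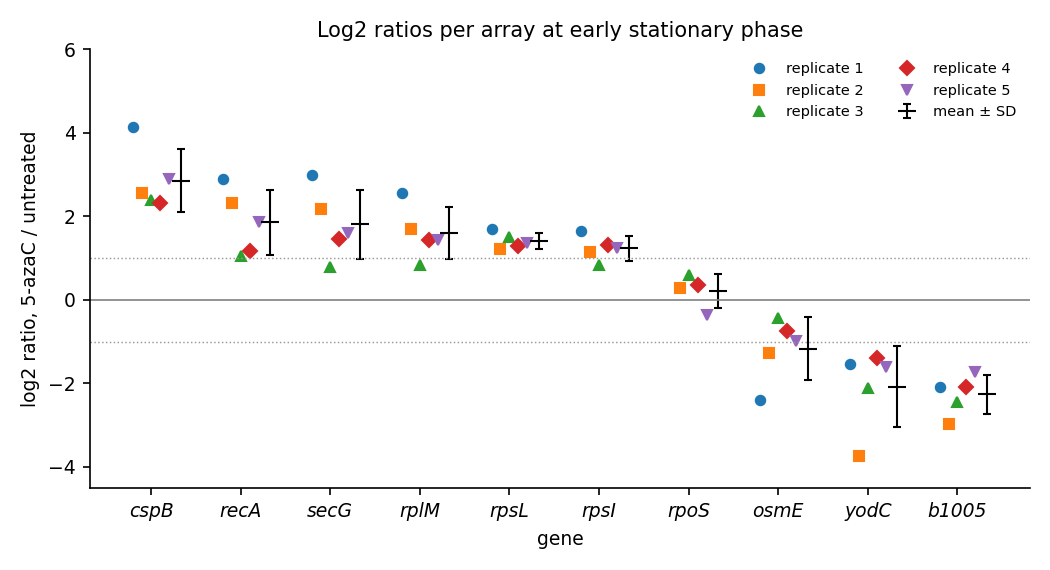
Log2 fold-change of 5-azaC treated over untreated cells at early stationary phase for *cspB*, *recA*, *secG*, *rplM*, *rpsL*, *rpsI*, *rpoS*, *osmE*, *yodC* and b1005. Points are single arrays (5 per gene, 4 for *rpoS*), bars are the mean ± SD, and dotted lines mark 1 and −1; *rpoS* has its mean inside the lines, and *osmE* lies outside them without being called.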

Interestingly, the early stationary phase gene list is completely different from the logarithmic phase list (Tables 1 and 2). 

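A single gene, *recA*, was called in both phases, and it was up-regulated in both. The difference between its log2 fold-changes, early stationary phase minus logarithmic phase, was −1.05 with an adjusted p of 0.256 from limma. Under the deposited ratios with the methods' t-test, 0 genes were called in both phases, and under the ratios of Feature Extraction with limma there were 9. Of the 7 genes in Table 1, 0 were called at early stationary phase, although 6 of them changed in the same direction there. Of the 56 genes in Table 2, 3 were called at logarithmic phase. A gene called in a single phase is not thereby shown to differ between the phases, and the difference itself passed the thresholds for 4 genes of Table 1 and 19 genes of Table 2.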

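The ribosome was represented by 54 ribosomal protein genes, of which 52 have a probe on the array. All 52 had a log2 fold-change above 0 at early stationary phase, with a median of 1.00 and a range from 0.19 to 1.73. Camera gave the list a p value of 1.02e-28, and fry gave 0.0160. With an estimated correlation the camera p value was 0.101, so that this test did not pass 0.05. The called genes were 6, namely *rplM*, *rpsL*, *rplN*, *rpsI*, *rplJ* and *rplW*, against 8 up-regulated genes among the other 4157 (Fisher's exact test, one-sided, p = 7.37e-09). Fisher's test takes genes as independent, while the estimated correlation between the genes of the list was 0.78, so its p value is too small. With p values adjusted over the list alone, 26 were called. Of the list, 1 gene was called without replicate 2, 4 or 5, 3 without replicate 3 and 8 without replicate 1. The list median did not shrink where calls were lost, at 1.08, 1.07, 1.05 and 1.08 without replicates 2 to 5. It was 0.75 without replicate 1. With the slide as a block 30 were called, and 1 with the slide as a random block. The ratios of Feature Extraction gave 38, the deposited ratios with limma 39 and both phases in 1 fit 26. Median centering and the methods' t-test on the loess-normalized values gave 0. *rpsL* (b3342) had 1.41 ± 0.19 (SD, n = 5) with an adjusted p of 0.00752, *rplM* (b3231) had 1.59 ± 0.62 (SD, n = 5) with 0.0766, and *rpsI* (b3230) had 1.23 ± 0.30 (SD, n = 5) with 0.0223. *rplN* had 1.27 ± 0.54 (SD, n = 5), *rplJ* had 1.11 ± 0.38 (SD, n = 5) and *rplW* had 1.08 ± 0.14 (SD, n = 4). The median of the 52 genes was 2.09 on replicate 1 and between 0.69 and 0.86 on the other 4 arrays.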

DAVID analysis identified functional categories ribosome and organelle inner membrane as overrepresented in the early stationary phase list (Table 4). Ribosomal protein genes have previously been reported as up-regulated in the *dcm* knockout strain [12, 13] and the organelle inner membrane list contains *sugE*, which has previously been reported to be up-regulated in the absence of *dcm* [11]. 

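*sugE* (b4148) has a pair of K-12 probes on the array. In the early stationary phase arrays the first gave a log2 fold-change of 0.92 ± 0.62 (SD, n = 5) with an adjusted p of 0.194, and it was above 0 on 5 of 5 arrays. The second gave −0.069 ± 0.11 (SD, n = 5) with 0.560, so that the probes differed by more than their spread and neither was called. The mean of the second probe was above 0 with each array centered on its median (0.59). That setting also moved the median of all genes in this phase from 0.0044 to 0.36.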

To identify new target genes impacted by cytosine DNA methylation, we analyzed a few targets in the *dcm* knockout strain via RT-qPCR (Table 3). We investigated *osmE* via RT-qPCR as it has a 5′CCWGG3′ site in its promoter (Fig. 3). *OsmE* expression decreases in the *dcm* knockout strain at early stationary phase, indicating Dcm influences *osmE* expression. *OsmE* was also down-regulated in the *dcm* knockout strain at stationary phase via RT-qPCR. Interestingly, *osmE* is the first example of a gene that is dependent upon Dcm for maximal expression. The expression of *atpH*, a subunit of ATP synthase, did not change in the *dcm* knockout strain, indicating the 5-azaC-dependent gene expression change is not due to a loss of DNA methylation. *FimA*, a fimbria subunit, was upregulated in the *dcm* knockout strain indicating control by Dcm. The expression of the *cspB* gene, a cold shock protein, increased in the *dcm* knockout strain, but not to the extent observed with 5-azaC treatment. Thus, *cspB* may respond to both the loss of DNA methylation and a 5-azaC-dependent DNA methylation-independent mechanism.

## Discussion

At logarithmic phase, the *dcm* gene is expressed as detected by microarray analysis and the DNA is methylated at 5′CCWGG3′ sites (Figs. 1 and 3). Yet there are very few 5-azaC-induced gene expression changes in the wild-type strain. 

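At logarithmic phase the *dcm* probe (b1961) was well above background on 5 of 5 arrays in Cy3 and on 5 of 5 in Cy5. Its Cy3 signal, from untreated cells, was 3.33 to 13.3 times the local background. In 5-azaC treated cells the log2 fold-change of *dcm* was −0.12 ± 0.23 (SD, n = 5), with an adjusted p of 0.653.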

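At logarithmic phase 599 genes had an unadjusted p under 0.05, 314 of them higher and 285 lower in 5-azaC. By chance alone about 1 in 20 of the 4234 probes tested would pass this threshold in each phase. An adjusted p under 0.1 was reached by 94 genes, and a log2 fold-change above 1 or below −1 by 26.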

The majority of 5-azaC changes are in DNA repair protein genes and are likely due to DNA damage and activation of the SOS response rather than a loss of DNA methylation (Table 4). 

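Of the 12 genes up-regulated at logarithmic phase here, 7 are in the list of LexA-repressed genes, and of the 8 down-regulated genes, 0 are. The median log2 fold-change of the list was 0.17 at early stationary phase, where 1 of its genes was called. The median difference between the phases was −0.59, with a camera p value of 2.74e-12, or 0.0317 with an estimated correlation. On 3 of the 5 early stationary arrays the median Cy5 signal was 1.19 to 1.42 times background, where an offset of 50 shrinks the ratios. The list was not tested with an offset of 0 in that phase. How much of its lower median comes from such shrinkage therefore stays open. From the DNA repair genes among the changed genes and their functional categories (Table 4), the paper proposes that most changes at logarithmic phase come from DNA damage and the SOS response. It also cites earlier reports that 5-azaC activates this response. In its RT-qPCR *recA* was higher in treated cells and did not change significantly in the *dcm* knockout strain (Table 3).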

5-azaC-dependent activation of the SOS response has been reported [20, 21], and the pathway promotes survival in the presence of 5-azaC [20, 21, 28, 30, 32–34]. Although it is possible that we are missing *dcm*-dependent changes due to a moderately stringent statistical cutoff and/or the lack of 100 % methylation inhibition via 5-azaC, a simple model based on our data and three recent articles is that Dcm has only a minor effect on the logarithmic stage transcriptome [11–13]. It is noteworthy that the effect of Dcm on the transcriptome has only been tested under standard conditions (rich medium, 37 °C, aerobic, laboratory strain), and future work will evaluate other conditions.

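At early stationary phase the *dcm* probe was well above background on 5 of 5 arrays in both channels. The Cy3 signal of *dcm* was 1.40 to 8.56 times the local background, and its log2 fold-change was −0.15 ± 0.16 (SD, n = 5), with an adjusted p of 0.364. In this phase 645 genes had an unadjusted p under 0.05, 399 higher and 246 lower in 5-azaC. An adjusted p under 0.1 was reached by 41 genes and a log2 fold-change above 1 or below −1 by 86.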

At early stationary phase, the *dcm* gene is expressed as detected by microarray analysis, the DNA is methylated at 5′CCWGG3′ sites, and there are numerous 5-azaC-dependent gene expression changes. Not all of the genes induced by 5-azaC at stationary phase are predicted to be due to a loss of DNA methylation and future work will elucidate the mechanism of these gene expression changes not described in this article. A simple model based on our work and three recent studies is that Dcm has a significant impact on the early stationary phase transcriptome [11–13]. The mechanism of Dcm-dependent control of gene expression is not known and remains an enigma. Kahramanoglou et al. provided evidence that Dcm controls expression of the stationary phase specific RNA polymerase subunit *rpoS* gene and a loss of Dcm generates an increase in RpoS and RpoS-dependent gene products [13]. However, we did not observe up-regulation of *rpoS* expression in 5-azaC treated cells or *dcm* knockout cells via DNA microarrays and RT-qPCR (Tables 1, 2 and 3). 

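At early stationary phase *rpoS* (b2741) had a log2 fold-change of 0.22 ± 0.41 (SD, n = 4), with a standard error of 0.17 and an adjusted p of 0.466. Its spot on replicate 1 was marked as an outlier and left out, and the other 4 arrays gave −0.35 to 0.60. On the deposited ratios, which keep that spot, the mean was 0.69, with an adjusted p of 0.139 from limma. *rpoS* was called under none of the alternatives tried. At logarithmic phase *rpoS* had −0.39 ± 0.31 (SD, n = 5) with an adjusted p of 0.228, and was lower on 5 of 5 arrays.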

What could explain the differences in *rpoS* expression in the absence of the *dcm* gene in the two studies? It is possible that genetic differences between the MG1655 strain used in the Kahramanoglou et al. study and the BW25113 strain used in this study could explain the differences in *rpoS* expression in the absence of *dcm*. The genome sequence of BW25113 was released in 2014 [35]. BLASTN searches using the MG1655 *rpoS* gene and 1000 basepair upstream region as a query indicated the same region is 100 % identical in BW25113 (data not shown). We also sequenced the main *rpoS* promoter responsible for stationary phase specific expression [36, 37], and there are no sequence differences between MG1655 and BW25113 (Additional file 3). We also sequenced four *rpoS* transcriptional start sites identified by Mendoza-Vargas *et al*. [38], and found no genetic differences between the two strains (Additional file 3). In summary, we have no evidence for genetic differences that potentially influence *rpoS* expression in MG1655 and BW25113. We certainly cannot rule out genetic changes outside of the *rpoS* loci in the two strains, epigenetic differences in the two strains, or posttranscriptional regulation of *rpoS* expression via Dcm.

Therefore, our data are not consistent with a model of Dcm-mediated regulation via RpoS and we must consider alternative models. What other molecules are stationary phase specific that could be effector molecules? One possibility is small RNAs, as some small RNAs are up-regulated in *E. coli* during stationary phase [39], and small RNAs are known to guide DNA methylation in plants [40]. Also, two of the best described Dcm-influenced genes, *sugE* and *osmE*, contain 5′CCWGG′3 sites near the -10 region of the promoter. Therefore, a model where Dcm directly influences gene expression by direct methylation of target genes still must be evaluated. DNA methylation could influence gene expression via numerous mechanisms including the alteration of DNA structure and influencing transcription factor binding. With respect to *osmE*, Regulon DB indicates the transcription factors FIS and IHF bind to the *osmE* promoter, but the binding sites do not overlap the 5′CCWGG3′ site [41]. It is important to note that ~11 % of *E. coli* promoters contain 5′CCWGG3′ sites [12]. Yet, most of these genes are not changing in response to DNA methylation loss, and therefore promoter methylation is not likely a common mechanism to control gene expression.

Since we observed gene expression changes in the absence of Dcm, another question concerns the biological consequences of the gene expression changes. As the vast majority of gene expression changes occur at early stationary phase, it is possible that Dcm has a role in stationary phase biology. During stationary phase of cells grown in liquid culture, ~99 % of the cells die within 7–10 days [42]. Subsequently, cells persist for long periods of time where waves of mutations can generate cells that can outcompete their predecessors (growth advantage at stationary phase, GASP). We are currently working to determine if Dcm promotes or reduces GASP.

## Conclusions

In this report, the *E. coli* transcriptomes of cells grown in the absence and presence of the cytosine DNA methylation inhibitor 5-azaC were compared. 5-azaC was found to be an effective DNA demethylating agent in *E. coli*. 

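Across both growth phases, 45 different genes were called by limma on the loess-normalized values. On the deposited ratios, the methods' t-test called 64.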

5-azaC induced expression changes in 63 *E. coli* genes. The majority of the changes occurred at early stationary phase and were up-regulations. 

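The number of called genes was 20 at logarithmic phase and 26 at early stationary phase. In this phase 53.9% of the called genes were up-regulated, and at logarithmic phase 60%. On the deposited ratios with the methods' t-test, these shares were 77.2% and 85.7%. The early stationary count was the higher of the pair in most alternatives. With slide as a random block it was 3, against 25 at logarithmic phase, and without early stationary phase replicate 2, 3, 4 or 5 it was 4, 9, 1 and 2, against 20 at logarithmic phase. An adjusted p under 0.1 with no fold-change threshold gave 41 genes at early stationary phase and 94 at logarithmic phase. An adjusted p under 0.05 with the fold-change threshold gave 7 and 13, and with median centering and with the methods' t-test on the loess-normalized values the count was 0 in both phases.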

There are at least two mechanisms by which 5-azaC can induce gene expression changes. The first pathway is a DNA methylation-independent pathway that likely involves a DNA damage response. The second pathway is a DNA methylation-dependent pathway which occurs in the absence of changes in *rpoS* expression. The precise mechanism by which cytosine DNA methylation influences gene expression will be the focus of future studies.

## Methods

### Bacterial strains and growth

*E. coli* K-12 wild-type strain BW25113 and *dcm* knockout strain JW1944-2 have been previously described [12, 43]. The BW25113 (wild-type strain) genotype is F^−^, Δ(*araD*-*araB*)567, Δ*lacZ*4787(::rrnB-3), λ-, *rph*-1, Δ(*rhaD*-*rhaB*)568, *hsdR*415. The JW1994-2 (*dcm* knockout strain) genotype is F^−^, Δ(*araD*-*araB*)567, Δ*lacZ*4787(::rrnB-3), λ-, Δ*dcm-*735::*kan*, *rph*-1, Δ(*rhaD*-*rhaB*)568, *hsdR*415. Cells were grown in LB at 37 °C with shaking at 250 RPM to logarithmic phase (~2 h, A_600_ of ~0.45), early stationary phase (~8 h, A_600_ of ~2.7), and stationary phase (~24 h, A_600_ of 3.8). 5-azaC (Sigma) was dissolved fresh in 1x PBS at 5 mg/ml, sterilized by filtration through a 0.22 μM filter, and added to experimental samples at 0.5–50 μg/mL. The same volume of 1x PBS was added to control flasks.

### DNA methylation analysis via PspGI digestion

DNA was isolated from 2 mL of bacterial cells grown to logarithmic phase and early stationary phase using the Qiagen DNeasy kit. DNA quality and quantity was measured using a NanoDrop 1000 spectrophotometer. To assess methylation at 5′CCWGG3′ sites, DNA (0.5–1 μg) was incubated with 10 units of the restriction enzymes BstNI or PspGI for 2 h at 60 °C [12]. Reactions were monitored by electrophoresis on 1 % agarose gels and stained with 0.5 μg/mL ethidium bromide or 1x GelRed (VWR).

### Sodium bisulfite sequencing

1 μg of DNA was treated with sodium bisulfite according to the instructions in the EpiTect Kit (Qiagen). Bisulfite-treated DNA was used as a template for PCR. The conditions were 94 °C for 2 min, 94 °C for 1 min, 55 °C for 1 min, and 72 °C for 1 min for 30 cycles, followed by one cycle of 72 °C for 10 min. Primer sequences are osmE-F1-D 5′GAAAAGATAAAATTTTTTTAAAGTTAATT3′ and osmE-R1-D5′ACACTCAAAATTCCTACCATATTCTTATT3′. PCR products were inserted into the pGEM-T Easy plasmid (Promega), introduced into *E. coli* JM109, isolated using the alkaline lysis procedure (Wizard SV kit, Promega), and analyzed by Sanger sequencing (GeneWiz, New Jersey).

### Total RNA Isolation

At logarithmic phase, early stationary phase, and stationary phase, RNA was harvested from 4 mL of cells using the MasterPure RNA isolation kit according to the manufacturer’s instructions (EpiCentre). The optional DNase step was included in all preparations. RNA was analyzed by spectrophotometry on a NanoDrop 1000 spectrophotometer. For microarray experiments, RNA quality was assessed by bioanalysis on a RNA 6000 Nano chip at the University of Rochester Genomics Center. RIN values were between 8 and 10. For RT-qPCR experiments, RNA was analyzed by bioanalysis or traditional agarose gel electrophoresis after heating the RNA for 2 min at 65 °C in a solution containing 47.5 % formamide and 0.01 % sodium dodecyl sulfate.

### DNA Microarray analysis

Microarray experiments were performed with RNA from untreated cells and cells treated with 5 μg/mL 5-azaC. Total RNA was treated with the reagents in the mRNA Only Prokaryotic mRNA Isolation Kit to reduce rRNA levels and polyadenylate the mRNA according to the manufacturer’s instructions (EpiCentre). Modified RNA was used as input for array experiments. cRNA was made in the presence of either Cy3-CTP (RNA from untreated cells) or Cy5-CTP (RNA from 5-azaC-treated cells) using the Quick Amp 2-color Labeling Kit (Agilent) according to the manufacturer’s instructions. Equal amounts of dye-labeled cRNA were hybridized to *E. coli* 8*15 K DNA microarrays arrays (Agilent technologies). Microarrays were scanned on an Agilent Microarray Scanner. There were five biological replicates for both the logarithmic phase and early stationary phase samples. Data for non *E. coli* K-12 genomes on the array were removed prior to analysis. P values were determined with one-sample t-tests. The data were considered significant if the fold-change was > or < 2 fold and the Benjamini-Hochberg false discovery rate (FDR) was < 0.1. Pathway analysis was performed using DAVID with the high stringency setting and the same FDR cutoff [44].

### RT-qPCR analysis

RT-qPCR was performed as described previously [11]. Fold-changes were determined using the ΔΔCT method [45]. Three or more independent samples were used for each experiment for all targets except *fimA* (*n* = 2). The data were considered significant if the fold change was > or < 2-fold and the p value was <0.05 in one sample t-tests. Primer sequences are listed below.

- atpH-F, 5′TGCCGTCGAACACCAAAGTGTAGA3′
- atpH-R, 5′CAGTTGCTCACCACAAACTGCGAT3′
- cspB-F, 5′CGGCTTTATTTCTCCTGTTGATG3′
- cspB-R, 5′GGACCTTTAGCACCACTCTC3′
- fimA-F, 5′ACTCTGGCAATCGTTGTTCT3′
- fimA-R, 5′TGAACGGTCCCACCATTAAC3′
- mdh-F, 5′AAGTTGAAGTGCCGGTTATTGGCG3′
- mdh-R, 5′ATCAGCCACTTCCTGCTCGGTAAA3′
- osmE-F, 5′TGCGGGTAAACCTTCGTCTGAAGT3′
- osmE-R, 5′TTACTTCGCAGCCTGTGGATCAGT3′
- recA-F, 5′CGAAAGCGGAAATCGAAGGCGAAA3′
- recA-R, 5′TAGTGGTTTCCGGGTTACCGAACA3′
- rpoS-F, 5′CAGCCGTATGCTTCGTCTTA3′
- rpoS-R, 5′CGTCATCTTGCGTGGTATCT3′
- rsmI-F, 5′AGGGCCAGCTTTACATTGTACCGA3′
- rsmI-R, 5′TATCCTCGGCGGCAATCAGATCAA3′

### DNA sequencing analysis of the *rpoS* promoter

PCR was used to amplify the main stationary phase specific *rpoS* promoter [36, 37] and four *rpoS* transcription start sites [38]. *E. coli* BW25113 genomic DNA was used as a template and the Promega GoTaq master mix was used as a source of enzyme, dNTPs, and buffer. The conditions were 94 °C for 2 min, 94 °C for 1 min, 54 °C for 1 min, and 72 °C for 45 s for 30 cycles, followed by one cycle of 72 °C for 10 min. The PCR products were purified using the Qiagen QIAquick PCR purification kit and analyzed by Sanger DNA sequencing of both strands (GeneWiz, New Jersey). Three forward/reverse primer pairs were utilized; rpoSp-F1/rpoSp-R1, rpoSp-F2/rpoSp-R2, rpoSp-F3/rpoSp-R3. The primers sequences are listed below.

- rpoSp-F1, 5′ACCTTGCAGGTGGGTAATG3′
- rpoSp-R1, 5′GAGATAGGCGTACTGGTTGATG3′
- rpoSp-F2, 5′GCTACTCAACAACCGCAAATC3′
- rpoSp-R2, 5′CGTAGGCACTCAGGTAATCATC3′
- rpoSp-F3, 5′CAGCAAAGGACAGGCAATTATC3′
- rpoSp-R3, 5′CCTCAACTCCGTTCTCATCAA3′

### Statistical analysis

All statistical tests were performed in R [46].

## Abbreviations

5-azaC, 5-azacytidine; RT-qPCR, reverse transcription quantitative PCR

## Additional files

Additional file 1: Microarray fold-changes, p values, and false discovery rates (FDR) for all *E. coli* genes from logarithmic phase 5-azaC treated cells. Fold-change is expression in the presence of 5-azaC divided by expression in the absence of 5-azaC and is log_2_ transformed. P values are from one sample t-tests, and the FDR is the Benjamini-Hochberg false discovery rate. (CSV 153 kb) Additional file 2: Microarray fold-changes, p values, and false discovery rates (FDR) for all *E. coli* genes from early stationary phase 5-azaC treated cells. Fold-change is expression in the presence of 5-azaC divided by expression in the absence of 5-azaC and is log_2_ transformed. P values are from one sample t-tests, and the FDR is the Benjamini-Hochberg false discovery rate. (CSV 153 kb) Additional file 3: Sanger DNA sequencing analysis of the BW25113 *rpoS* promoter and transcription start sites. (PDF 509 kb)

# Supplementary material for: 5-azacytidine induces transcriptome changes in Escherichia coli via DNA methylation-dependent and DNA methylation-independent mechanisms
**Source:** BMC Microbiol. 2016 Jun 27;16:130. doi: 10.1186/s12866-016-0741-4
**Supplement:** Additional file 3: — Sanger DNA sequencing analysis of the BW25113 rpoS promoter and transcription start sites.

## Additional file 3

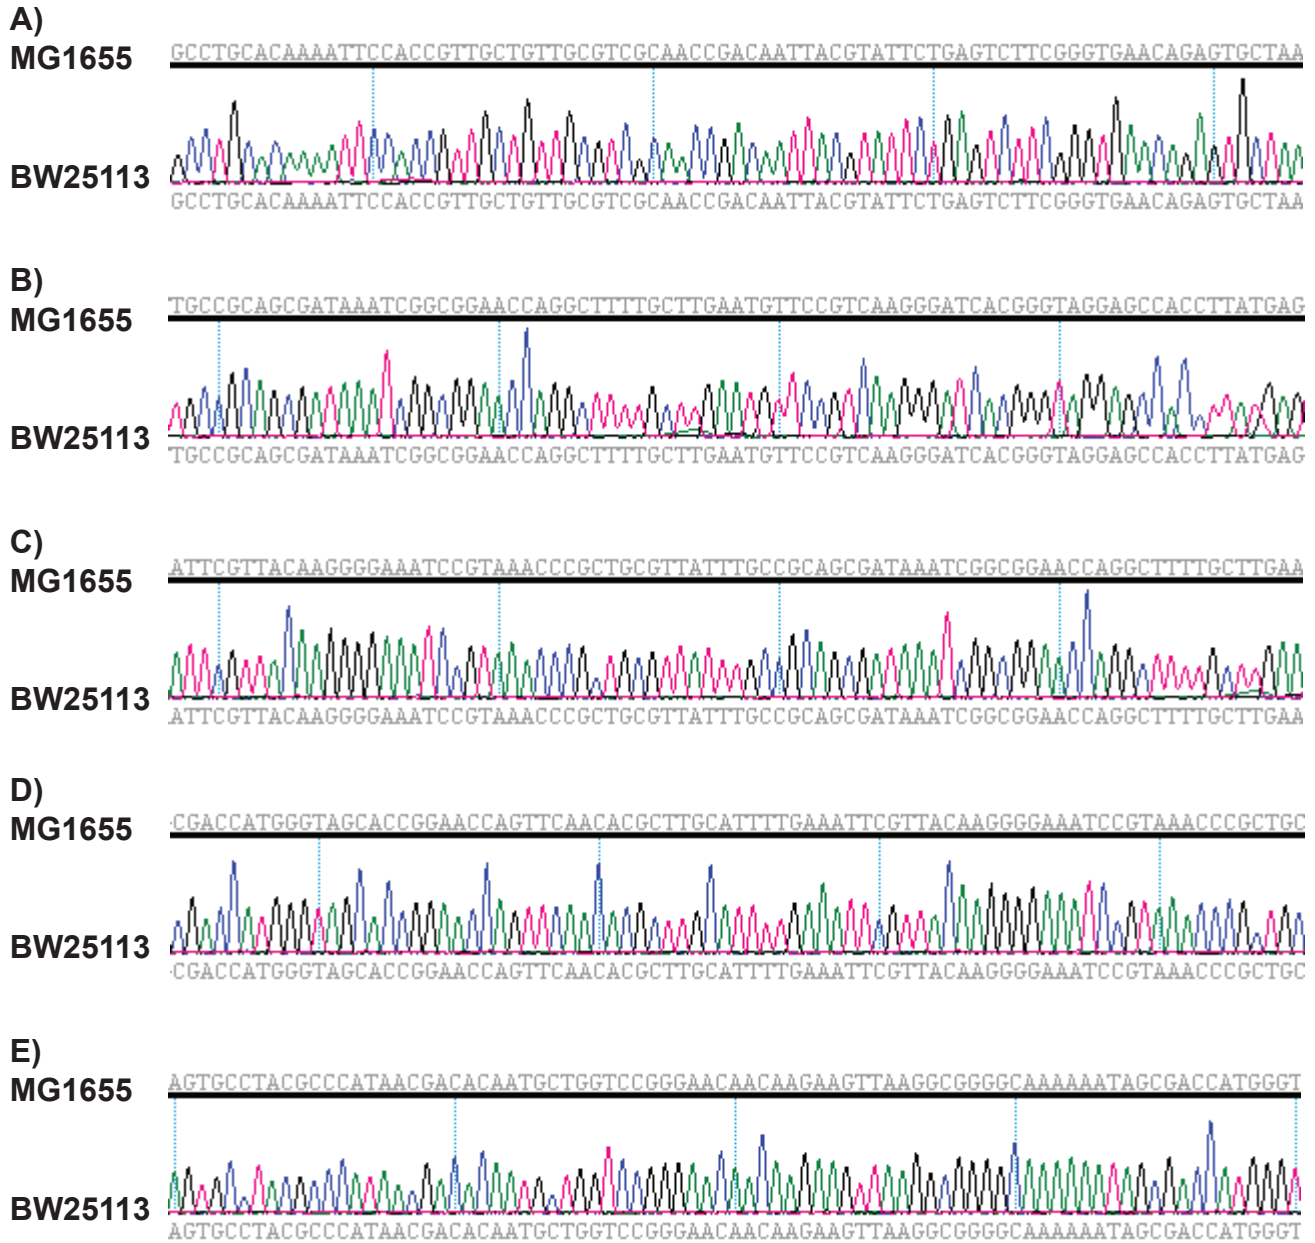

### Additional file 3. DNA sequencing analysis of the *rpoS* promoter in *Escherichia coli* BW25113.

The DNA specifying the main stationary-specific *rpoS* promoter and four *rpoS* transcription start sites was amplified by PCR and analyzed by Sanger DNA sequencing. In each diagram, the top sequence is the MG1655 sequence and the bottom sequence and corresponding chromatogram is the BW25113 sequence. A) represents the main *rpoS* promoter required for stationary phase transcription as described by Takayanagi *et al.* and Lange *et al.*, and B-E) represent the four *rpoS* transcription starts sites (rpoSp1-rpoSp4) as described by Mendoza-Vargas *et al.*

How the deposited data were processed for this re-analysis (not part of the article)

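RNA of *E. coli* BW25113, grown with or without 5 μg/mL 5-azaC, was compared on 10 Agilent 2-color arrays. There were 5 arrays from logarithmic phase and 5 from early stationary phase, with untreated RNA in Cy3 and RNA of treated cells in Cy5. By the paper's methods, rRNA had been reduced and the mRNA polyadenylated before labeling. The sample labels give the dose as 0.005 mg/mL, which is the same. The deposited scanner output holds the intensity of each spot and of its local background on a linear scale, as well as signals corrected and dye-normalized by Feature Extraction. It also holds the deposited ratio of Cy5 over Cy3 on a log10 scale, after the background correction and dye normalization of that software. The table of normalized ratios that the authors deposited is this ratio on a log2 scale for 4435 spots, with the spots of a probe not averaged and spots marked as outliers kept. The paper's text names the t-test and the adjustment of p values, but not the background correction or the within-array normalization. Additional files 1 and 2 were held only in part, with 1999 of 4435 spots each.

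The plan was to use the mean signal of each spot, or the median signal for all arrays if any array lacked the mean. The output of 8 arrays lacked it, so the median signal was used for all 10. The arrays hold 11494 spots other than controls. Probes of other *E. coli* genomes (6457 probes) were left out of the tests as in the paper's methods, and 4435 spots of 4234 probes for 4209 K-12 genes were kept. There were 51 probes with several spots, and 24 genes with several probes. Gene identifiers were paired with the RefSeq table of ASM584v2 (MG1655), in which 4052 of the 4209 were found. Background correction was by normexp with an offset of 50 fitted on all spots, followed by loess within each array, in which controls and spots marked as outliers had a weight of 0. Limma 3.58.1 in R 4.3.3 tested each probe's log2 ratio against 0 per phase, and the difference between the phases in a fit of all 10 arrays. Files were read with data.table 1.17.8 and jsonlite 2.0.0. Genes were called at a log2 ratio above 1 or below −1, which is a change of 2-fold, and an adjusted p under 0.1.

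The genes named were chosen by a rule: every gene the paper names for the arrays, singly or as counts over a table, members of the gene lists past the threshold, and per phase the 5 genes with the largest change among those past the threshold and changed the same way on all 5 arrays. The lists held 31 LexA-repressed genes, the 10 repair genes the paper names, 54 ribosomal protein genes and 40 genes that need RpoS. The rule, the lists, the thresholds and the alternatives were set before the data were examined, apart from the alternatives described as chosen after seeing the data. Sets were tested with camera on the moderated statistics at a preset correlation of 0.01, with camera at an estimated correlation and with fry on the probes measured on all 5 arrays.

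The alternatives were no background correction, the ratios of Feature Extraction, median centering, the deposited ratios with limma or with the methods' t-test, the methods' t-test on the loess-normalized values, a filter on dim probes, averaging the probes of a gene, both phases in 1 fit, array weights, the slide as a block or random block, the replicate number as a block, leaving out each array in turn, other thresholds and other set tests. Alternatives with an offset of 0 or 10, with spots marked as outliers kept and with the arrays of slide 3 left out were chosen after seeing the data, as was the use of the other thresholds beyond the counts of changed genes. Each slide was scanned in its own session and with its own version of Feature Extraction (10.5.1.1, 9.1.3.1 and 10.7.3.1), so slide, scan and version cannot be told apart. Between 45.7% and 99.9% of the K-12 spots of an array were well above background in Cy3, and between 52.7% and 99.9% in Cy5.

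The pipeline was tested on simulated data for 4234 probes, 200 of them changed by a log2 ratio of 2, in 10 simulations. Limma recovered 99.5% of the changed probes at logarithmic phase, 98.75% at early stationary phase and 98.45% for the difference between phases, with a mean of 0.8, 1.2 and 3.8 false calls. The methods' t-test recovered 97% and 95.5%, with a mean of 0.1 false calls. Camera gave a p value under 0.05 in 100 of 100 simulations for a set of 50 genes shifted by 0.5, and in 1 of 100 for an unshifted set. As the simulated genes were uncorrelated, this does not give its error rate for the real lists. Their estimated correlations were 0.38 for the LexA-repressed genes at logarithmic phase and 0.78 for the ribosomal protein genes at early stationary phase. The rank correlation with the growth phase change was −0.70 for a response made to run against it, and −0.0019 for an unrelated response.

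The promoter comparison of genes with and without 5′CCWGG3′ sites was not made, as it needs a genome sequence that was not used here. The DAVID analysis, bisulfite sequencing, RT-qPCR and growth measurements were not analysed here.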

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

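The tests on the ribosomal protein genes of replicate 1 and on the probes of other genomes were chosen only after the result was seen.

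Of 27 groups of arrays tested for a value far from the others, 3 had one, where chance gives about 1 in 20 (1.35 of 27). The first was *sugE* at logarithmic phase, whose first K-12 probe gave 1.73, 0.18, 1.46, 1.44 and 1.37 on replicates 1 to 5. The gap of replicate 2 was 0.769 of the range, above Dixon's critical value of 0.71. The 2 probes of other genomes named *sugE* had medians of 1.60, 0.13, 1.41, 1.33 and 1.14 on the same arrays, so replicate 2 lay at −1.24 relative to the mean of the other arrays, which argues against an error of the single probe. The second K-12 probe of *sugE* gave 0.34 ± 0.40 (SD, n = 5) with an adjusted p of 0.372, while the first gave 1.24 ± 0.61 (SD, n = 5) with an adjusted p of 0.0587. That call was lost without replicate 1, 3, 4 or 5, at adjusted p values of 0.197, 0.235, 0.166 and 0.150, where the range over all alternatives was 0.00267 to 0.824. A difference in the culture of replicate 2 stays open and was not tested.

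The second was *gudD* at logarithmic phase, where replicate 5 gave −0.12 and its gap was 0.864 of the range. A dim array pulled toward 0 by the offset was tested as the cause: with an offset of 0, replicate 5 moved to −0.60, the others lay from −2.47 to −2.31, and the gap rose to 0.913 of the range, which argues against the offset as the whole cause. *gudX* gave −2.91, −3.21, −1.96, −1.92 and −0.042 on replicates 1 to 5. *gudP*, singled out after its values were seen, gave −2.77, −3.49, −1.88, −1.80 and 0.059, so neighbouring genes moved together. On replicate 5 the Cy3 signal of *gudD* was well above background and the Cy5 signal was not. Background left in the Cy5 channel could hold the ratio near 0, although the ratio of Feature Extraction, with its own background correction, was −0.59. Whether the treated culture of replicate 5 differed in these genes was not tested.

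The third was the median of the ribosomal protein genes at early stationary phase, which was 2.09 on replicate 1 and 0.79, 0.69, 0.86 and 0.72 on replicates 2 to 5, a gap of 0.883 of the range. With an offset of 0 the medians were 2.21, 0.76, 1.23, 1.26 and 1.03 and the gap fell to 0.654, under the critical value. Divided by the SD of all log2 ratios on its array, replicate 1 lay at 2.74, inside the range of the others at 1.53, 3.62, 3.88 and 2.86. The gap was then that of replicate 2, the lowest, and was 0.514, under the critical value. The offset on dim arrays is a candidate explanation for the lower medians of replicates 3 to 5, which were on slide 3. It does not explain the distance to replicate 2, which was on slide 1 with a median Cy5 signal of 58.6 times background. The median of replicate 2 stayed low with an offset of 0. Larger ratios of all genes on replicate 1 are another candidate explanation. No biological explanation was tested.

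The response to 5-azaC differed between the phases by a test of the difference for 83 genes, 49 with a higher and 34 with a lower log2 ratio at early stationary phase. Of 100 splits of the 10 arrays into 5 and 5, drawn from 126, 1 gave as many genes, the real one, and the largest count among the others was 1. That share, 0.01, is the smallest these splits allow, and it argues against chance. The splits take the arrays as exchangeable, although slide 2 held only logarithmic phase arrays and slide 3 mostly early stationary ones. They therefore do not tell phase from slide. A dye bias that is the same in both phases cancels in this difference. With the slide as a block there were 159 genes, and with the replicates left out in turn between 37 (without early stationary phase replicate 2) and 98 (without early stationary phase replicate 3). The number depended on the scaling, with 0 genes under median centering, 333 with the ratios of Feature Extraction and 263 with an offset of 0. *gudX*, *gudD* and *gudP* had differences of 1.96, 1.86 and 1.94. The phases differ in growth and in the time of exposure to 5-azaC, 2 h or 8 h, and neither was tested apart from the other.

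The LexA-repressed genes differed between the phases by a median of −0.59, early stationary phase minus logarithmic phase, and camera gave a p value of 2.74e-12, or 0.0317 with an estimated correlation, and fry 0.00148. In early stationary phase their median was 0.17, with 25 genes higher and 3 lower, 1 called and 5 at an unadjusted p under 0.05, and camera gave 6.57e-06, or 0.206 with an estimated correlation, and fry 0.0524. The ribosomal protein genes differed by a median of 0.84, with a camera p value of 3.46e-14, or 0.125 with an estimated correlation, and 0.0473 by fry. At logarithmic phase their median was 0.20, with 40 genes higher and 12 lower, 0 called by limma and 17 at an unadjusted p under 0.05, and camera gave 1.48e-05, or 0.246 with an estimated correlation, and fry 0.153. The RpoS-dependent genes differed by a median of −0.54, with 1.36e-05 by camera, or 0.135 with an estimated correlation, and 0.0344 by fry. With the slide as a block the medians of the differences were −0.56, 0.92 and −0.44, with camera p values of 8.1e-11, 1.78e-11 and 0.00183, which argues against slide-to-slide differences as the whole cause. The differences of the lists were not tested with an offset of 0. Ratios shrunken by the offset on dim arrays therefore stay open as part of the lower early stationary values of the LexA-repressed genes. Growth phase and the time of exposure stay open as biological explanations and were not tested apart.

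The probes of other *E. coli* genomes, which the paper left out, held 5 called probes at logarithmic phase out of 6457 tested, with 485 at an unadjusted p under 0.05. At early stationary phase limma called 0, with 505 at an unadjusted p under 0.05. The called probes, singled out after their values were seen, were 1 for *ilvN* (1.15), 2 for *recX* (1.13 and 1.17), 1 for *tdcD* (−1.08) and 1 for c_5012 (1.02), each with an adjusted p of 0.0879. BW25113 is a K-12 strain, so these probes can only report K-12 transcripts of similar sequence or unspecific binding, and 2909 of them were above background at logarithmic phase and 2638 at early stationary phase. *ilvN* and *recX* were also called by their K-12 probes, at 1.09 and 1.23. For the 5 called K-12 genes with such probes at logarithmic phase (*nmpC*, *ilvN*, *recX*, *sugE* and *smg*), the probes of other genomes gave a median of 1.12 in the called direction. The 3 at early stationary phase (*yohC*, *yrbL* and *ompC*) gave 1.35. For these genes, also singled out after their values were seen, that argues against errors of single probes, with *nmpC* as the exception, since its other probe gave −0.019. For *tdcD* and c_5012 the source of the signal was not tested.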

How the results depend on the processing

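The offsets of 0 and 10, the spots marked as outliers kept and the arrays of slide 3 left out were chosen after seeing the data, as were the other thresholds for results other than the counts of changed genes. The counts are of genes up-regulated and down-regulated, against 12 and 8 at logarithmic phase and 14 and 12 at early stationary phase.

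Without background correction the counts were 13 and 8, and 27 and 14, with 104 genes differing between the phases. With the ratios of Feature Extraction they were 27 and 17, and 174 and 75, with 9 genes called in both phases, 333 differing and 1 of the 10 repair genes called. The deposited ratios with limma gave 28 and 16, and 180 and 74, with 8 in both phases, 335 differing and 1 repair gene. The deposited ratios with the methods' t-test gave 6 and 1, and 44 and 13, with 0 in both phases. The methods' t-test on the loess-normalized values gave 0 and 0, and 0 and 0, with 0 in both phases and lowest adjusted p values of 0.130 and 0.296. Its 478 and 413 genes at an unadjusted p under 0.05 include 24 and 57 with a log2 ratio above 1 or below −1. Median centering gave 0 and 0, and 0 and 0, with 0 in both phases and 0 differing by limma. Its lowest adjusted p values were 0.824 and 0.157, and it moved the median of all genes from 0.032 to 0.25 and from 0.0044 to 0.36. The cause of these changes was not tested, apart from the offset below.

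With both phases in 1 fit the counts were 14 and 9, and 49 and 23. Array weights gave 12 and 9, and 19 and 14, with 63 differing. The slide as a block gave 9 and 5, and 81 and 41, with 2 genes in both phases and 159 differing, and as a random block 15 and 10, and 1 and 2, with 0 in both phases and 91 differing. Scan and software version split the arrays as the slide does and gave no separate values. Averaging the probes of a gene gave 11 and 8, and 14 and 10, with 80 differing, and the filter on dim probes left every count as it was. An offset of 0 gave 20 and 16, and 135 and 55, with 7 in both phases and 263 differing, and an offset of 10 gave 19 and 11, and 101 and 35, with 4 and 201. Keeping spots marked as outliers gave 12 and 7, and 12 and 11. Without the arrays of slide 3, which left 2 at early stationary phase, the counts there were 152 and 87, with 4 genes in both phases and 323 differing. An adjusted p under 0.1 alone gave 41 and 53, and 21 and 20, and an adjusted p under 0.05 with the fold-change gave 9 and 4, and 5 and 2, as fewer or more genes pass by construction. The former left 3 genes in both phases, 193 differing and 2 of the 10 repair genes past it, and the latter 0, 52 and 0. The cause of the other changes was not tested.

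With each array left out in turn, the up-regulated genes were 4 (without replicate 3) to 13 (without replicate 2) at logarithmic phase and 1 (without replicate 2, 4 or 5) to 16 (without replicate 1) at early stationary phase, and the down-regulated genes 0 to 10 and 0 to 15. The genes called in both phases were 0 to 1 and those differing 37 to 98.

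Of the 20 genes called at logarithmic phase, the ratios of Feature Extraction kept 20, the deposited ratios 19 with limma and 4 with the methods' t-test, no background correction 20, the slide as a block 12, the random block 20, an offset of 0 20 and an offset of 10 20. Of the 26 called at early stationary phase they kept 23, 23, 14, 25, 25, 3, 25 and 24. Leaving out 1 array kept 4 to 17 of the 20 and 1 to 22 of the 26. The share of up-regulated genes at early stationary phase moved from 53.9% to between 65.9% and 77.2% without background correction, with 1 fit, with the slide as a block, with the ratios of Feature Extraction, with offsets of 0 and 10 and with the deposited ratios. It fell to 33.3% with the random block, and was 25%, 66.7% and 100% without replicates 2, 3 and 4. For logarithmic phase it moved from 60% to 85.7% with the deposited ratios and the methods' t-test, and to 77.8%, 100% and 78.6% without replicates 1, 3 and 4.

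The LexA-repressed genes kept a median above 0 at logarithmic phase in all alternatives, from 0.63 to 1.11, with a p value under 0.05 in camera, in fry and with an estimated correlation (0.0215). The ribosomal protein genes kept a median above 0 at early stationary phase, from 0.75 to 1.84. With an estimated correlation the median of 1.00 had a camera p value of 0.101. The RpoS-dependent genes had medians from −0.51 to −0.18, apart from median centering, where it was 0.49 with a camera p value of 0.213. With an estimated correlation the median of −0.37 had a p value of 0.0941. Spearman's rho between the early stationary response and the untreated growth phase change was −0.50 to −0.44 over the alternatives. The second *sugE* probe at early stationary phase reversed to 0.59 with median centering and to 0.43 with the probes averaged, which includes the first probe. *rpoS* was called under none of the 21 alternatives, with adjusted p values of 0.139 to 0.786. *recA* at logarithmic phase was called under all alternatives but median centering (adjusted p of 0.824), the methods' t-test (0.315) and the deposited ratios with it (0.179).

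The replicate number as a block gave 79 differing genes, against 83, and rho of −0.48. Deviations from the phase means had correlations between equally numbered arrays of 0.0612, −0.0305, 0.0596, 0.0675 and 0.104 for the log2 ratios, and of 0.276, 0.0647, 0.393, 0.0716 and 0.162 for the Cy3 signal. As not every pair was above 0.1, the numbers were not taken to pair the samples, although all 5 correlations of the Cy3 signal were above 0.

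The signal over background limits the early stationary values, as 3 of the 5 arrays of that phase had a median Cy5 signal of 1.19 to 1.42 times background, where an offset of 50 shrinks the ratios. The comparison of promoters with 5′CCWGG3′ sites and its shorter promoter length were not run.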

Differences from the paper's values

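No test chosen only after the result was seen is reported here, apart from the settings named as such. The paper's values and those given here are on the same log2 scale. The settings named are those set before the data were examined unless stated.

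The paper gives 6 up-regulated genes at logarithmic phase, against 12 here. A count is taken as within the paper's where neither is more than 1.5 times the other. This held with the deposited ratios and the methods' t-test (6), with the slide as a block (9), with an adjusted p under 0.05 (9) and without replicate 1 (7) or replicate 3 (4), and not in the other settings. The paper gives 1 down-regulated gene, against 8 here, and 1 was reached only with the deposited ratios and the methods' t-test. At early stationary phase the paper gives 44 up-regulated genes, against 14 here, and the count was within the paper's with the deposited ratios and the methods' t-test (44) and with both phases in 1 fit (49). For all changed genes of that phase the paper gives 56, against 26 here, and the count was within the paper's with the deposited ratios and the methods' t-test (57), with both phases in 1 fit (72), without background correction (41) and with an adjusted p under 0.1 and no threshold on the fold-change (41), and not in the other settings. The 57 are the 56 genes of Table 2 and b1005, for which the paper's Additional file 2 gives −2.42 and an FDR of 0.0721.

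At logarithmic phase the paper's log2 fold-changes are 2.76 for *recN*, 1.82 for *rsmI* and 1.30 for *rmuC*, against 1.69, 1.52 and 0.997 here. At early stationary phase the paper gives 1.92 for *rplU*, 1.77 for *rpsI*, 1.62 for *feoB*, 1.57 for *yigA*, 1.53 for *ymfL*, 1.42 for *acnB*, 1.40 for *sdaC* and 1.38 for *rpmB*. The values here are 1.11, 1.23, 0.78, 0.54, 0.33, 0.78, 0.70 and 0.83. The paper gives 1.26 for *cyoE*, 1.21 for *galM*, 1.19 for *zapC*, 1.15 for *nuoK*, 1.12 for *aroL*, 1.11 for *nrdG*, 1.11 for *aceK* and 1.08 for *yebF*. The values here are 0.79, 0.78, 0.60, 0.63, 0.65, 0.50, 0.51 and 0.63. The paper gives 1.08 for *oxyR*, 1.06 for *acrA*, 1.01 for *ftsL*, −1.71 for *mcbA*, −1.84 for *cysP* and 0.69 for *rpoS*. The values here are 0.69, 0.45, 0.46, −0.60 by the first *mcbA* probe, −1.002 and 0.22. The second *mcbA* probe gave −1.13 ± 0.76 (SD, n = 5), within its SD of the paper's value. For *sugE* the paper gives 1.44, against −0.069 by the second probe.

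All of these genes but *sugE* were within the paper's values with the ratios of Feature Extraction and with the deposited ratios under either test. The second *sugE* probe was in none of the settings, while the first gave 0.92, which is within its SD of the paper's value. Both *mcbA* probes were outside the paper's value with the probes averaged, with array weights, with median centering and without early stationary phase replicate 1 or 2. With median centering *rsmI*, *rmuC*, *rplU*, *feoB*, *yigA*, *acnB*, *sdaC*, *rpmB*, *cyoE*, *galM*, *zapC*, *nuoK*, *aroL*, *nrdG*, *aceK*, *yebF*, *acrA*, *ftsL* and *rpoS* were also within them, and *recN*, *rpsI*, *ymfL*, *oxyR*, *mcbA* and *cysP* were not. Over all values compared, genes with several probes giving several, 5 were within and 3 outside at logarithmic phase and 37 within and 23 outside at early stationary phase, against 6 and 2 and then 36 and 24 with median centering, so that about as many other values moved outside at early stationary phase. Without background correction *feoB*, *sdaC* and *galM* were, with the slide as a block *feoB*, *sdaC*, *galM*, *nuoK*, *yebF* and *cysP*, with the random block *feoB* and *sdaC*, and with array weights *rpoS*. Without early stationary phase replicate 3 *rplU*, *feoB*, *sdaC*, *galM*, *nuoK*, *yebF* and *cysP* were. Without replicate 4 these were *feoB*, *sdaC*, *nuoK*, *yebF* and *cysP*, and without replicate 5 *feoB*, *sdaC*, *galM*, *nuoK*, *cysP* and *rpoS*. The remaining settings left these values outside the paper's.

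The paper states that *recA* missed the FDR threshold at logarithmic phase. Here it was called, with an adjusted p of 0.0168, and it was not called with the deposited ratios and the methods' t-test (0.179), where the range over the alternatives was 0.000868 to 0.824. The paper states that the lists of the phases share no gene, and here *recA* was called in both. The lists shared 0 genes with the deposited ratios and the methods' t-test, with the slide as a random block and without early stationary phase replicate 2, 3, 4 or 5, as well as with an adjusted p under 0.05, a threshold added for this count after seeing the values. With the methods' t-test on the loess-normalized values and with median centering no gene was called in either phase, so the number of shared genes says nothing.

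Of the genes in Table 1, 4 of 7 were called here, the exceptions being *rmuC*, *dinG* and *yqeC*. All 7 were called with the ratios of Feature Extraction, with the deposited ratios under either test and, chosen after seeing the values, with an offset of 0. All 7 were also past an adjusted p under 0.1 with no threshold on the fold-change, a threshold added for this count after seeing the values, which 17 of the 56 genes of Table 2 passed. An offset of 10, chosen in the same way, called 6, and 5 were called without background correction and with the random block. *rmuC* was also called without logarithmic phase replicate 4 or 5. Of the genes in Table 2, 13 of 56 were called here, and the genes not called include *fimA*, *osmE*, *atpH* and *sugE*. All 56 were called with the ratios of Feature Extraction and with the deposited ratios under either test. With the slide as a block 33 were called, with both phases in 1 fit 25 and without background correction 21. Chosen after seeing the values, an offset of 0 called 49, an offset of 10 called 38 and the arrays of slide 3 left out called 47. *fimA* and *osmE* were called with both phases in 1 fit and with the slide as a block, *atpH* with the slide as a block, and *fimA* also without background correction, with array weights and without replicate 1.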

Other observations

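The tests on dye bias, sign patterns, the offset on dim slides, the *rpoS* spot, probes of other genomes and neighbours of LexA-repressed genes were chosen only after the result was seen.

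Changing the signs of the 5 arrays of a phase gives 16 distinct patterns, and 1 of 16, the real one, gave as many called genes at logarithmic phase and 1 of 16 at early stationary phase. The largest count under the other patterns was 0 and 1. As 1 of 16 is the smallest share that 5 arrays allow, chance cannot be excluded by this test.

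A slower entry into stationary phase of the treated cultures was tested as a hypothesis for the early stationary response, since the paper reports a lower A600 in 5 μg/mL 5-azaC at 8 h and no significant difference at 2 h. Across genes, which are not independent replicates, Spearman's rho between the response and the change of untreated cells from logarithmic to early stationary phase was −0.48 on average over the 10 ways to part the early stationary arrays, with no array on both sides, and −0.58 to −0.34 in single ways. In strata of spot brightness the median rho was −0.40, from −0.63 to −0.15, and with no slide on both sides it was −0.55, so neither brightness nor slide-to-slide differences explain it whole. In untreated cells the ribosomal protein genes fell by 1.39 on the log2 scale between the phases and the RpoS-dependent genes rose by 2.38, while the LexA-repressed genes moved by 0.00597. Without the genes of the lists rho was −0.47. At logarithmic phase rho was 0.17, from −0.0034 to 0.30, which argues against the same delay there. A delay is a candidate explanation for part of the early stationary response, including the ribosomal protein genes. An effect of 5-azaC on these genes by another way was not tested, and loss of methylation and delay cannot be separated on these arrays.

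The RpoS-dependent genes, 39 of 40 with a probe, had a median log2 ratio of −0.37 at early stationary phase, with a mean of −0.26, 28 lower and 11 higher, and 16 at an unadjusted p under 0.05, 5 of them higher. Camera gave a p value of 0.000292 and fry 0.0360, while camera with an estimated correlation gave 0.0941. The called gene was *bolA* (−1.02 ± 0.38, SD, n = 4, adjusted p of 0.0988), and 2 were called when adjusted over the list alone. The median was below 0 on each array, from −0.56 to −0.026, and it was 0.49 with median centering, which moved the median of all genes to 0.36. At logarithmic phase their median was 0.18, with 29 higher and 10 lower, 0 called by limma and 13 at an unadjusted p under 0.05, 12 of them higher, and camera gave 0.00229, or 0.325 with an estimated correlation, and fry 0.162. The 10 repair genes at early stationary phase had a median of 0.0087 and a mean of −0.022, with 0 called by limma and 2 at an unadjusted p under 0.05, 0 of them higher, and camera gave 0.577, or 0.584 with an estimated correlation, and fry 0.393.

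As no array had its dyes swapped, a dye bias of single genes was tested as the source of the calls. Such a bias would appear in both phases. In the direction called, the genes called at early stationary phase had a median of 1.25 in that phase and 0.057 at logarithmic phase, where 13 of 26 had the same direction. The genes called at logarithmic phase had a median of 1.23 there and 0.33 at early stationary phase, where 17 of 20 had the same direction. That argues against dye bias as the whole cause for these sets of genes. For *recA*, called in both phases, the adjusted p of the difference from limma was 0.256. On the arrays alone, a dye bias and a response common to both phases therefore cannot be told apart. The paper's RT-qPCR, which does not use the array dyes, found *recA* higher in treated cells in both phases. This result argues against dye bias as the whole cause for *recA*. The RT-qPCR values were taken from the paper and not analysed again here.

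The SD of the log2 ratios at early stationary phase on slide 3 was 0.345 of that on slide 1 with an offset of 50, and 0.931 with an offset of 0. The offset on dim arrays is a candidate explanation for the smaller ratios on slide 3. The ribosomal protein genes had a median of 1.43 on slide 1 and 0.73 on slide 3 with an offset of 50, and of 1.47 and 1.15 with an offset of 0.

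The *rpoS* spot marked as an outlier on replicate 1 had a deposited ratio of 1.80, while the other arrays gave −0.13 to 0.87. Leaving out that spot alone moved the deposited mean from 0.69 to 0.41, which is consistent with the spot as part of the gap to the value of 0.22 after loess.

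The called genes *yebF* and *recX*, the latter singled out after its values were seen, lie next to LexA-repressed genes. Transcription that reaches from such a gene into its neighbours is a candidate explanation. The 42 neighbours on the array had a median of 0.084, with 29 above 0 and 2 called, and camera gave a p value of 0.0184, fry 0.0199 and camera with an estimated correlation 0.175. Those numbers include the genes that prompted the test, so it was repeated without called genes. The 40 neighbours left had a median of 0.070 and a camera p value of 0.108. The list without the called genes is too weak to decide, and the explanation was left open.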
